# The Impact of p53 on Aristolochic Acid I-Induced Gene Expression In Vivo

**DOI:** 10.3390/ijms20246155

**Published:** 2019-12-06

**Authors:** Mateja Sborchia, Hector C. Keun, David H. Phillips, Volker M. Arlt

**Keywords:** aristolochic acid I, tumour suppressor p53, mouse models, carcinogen metabolism, microarray, gene expression

## Abstract

Exposure to aristolochic acid (AA) is linked to kidney disease and urothelial cancer in humans. The major carcinogenic component of the AA plant extract is aristolochic acid I (AAI). The tumour suppressor p53 is frequently mutated in AA-induced tumours. We previously showed that p53 protects from AAI-induced renal proximal tubular injury, but the underlying mechanism(s) involved remain to be further explored. In the present study, we investigated the impact of p53 on AAI-induced gene expression by treating *Trp53(+/+)*, *Trp53(+/-),* and *Trp53(-/-)* mice with 3.5 mg/kg body weight (bw) AAI daily for six days. The Clariom™ S Assay microarray was used to elucidate gene expression profiles in mouse kidneys after AAI treatment. Analyses in Qlucore Omics Explorer showed that gene expression in AAI-exposed kidneys is treatment-dependent. However, gene expression profiles did not segregate in a clear-cut manner according to *Trp53* genotype, hence further investigations were performed by pathway analysis with MetaCore™. Several pathways were significantly altered to varying degrees for AAI-exposed kidneys. Apoptotic pathways were modulated in *Trp53(+/+)* kidneys; whereas oncogenic and pro-survival pathways were significantly altered for *Trp53(+/-)* and *Trp53(-/-)* kidneys, respectively. Alterations of biological processes by AAI in mouse kidneys could explain the mechanisms by which p53 protects from or p53 loss drives AAI-induced renal injury in vivo.

## 1. Introduction

The p53 transcription factor regulates numerous cellular processes, including DNA repair, apoptosis, cell cycle arrest, and metabolism [1]. More than 50% of human cancers are characterised by deregulations in *TP53* [2,3]. The critical role played by p53 in tumour suppression is delineated by *Trp53*(-/-) mice that develop cancers with complete penetrance [4,5]. Moreover, exposures to chemicals in the environment have been linked to characteristic *TP53* mutational patterns in human tumours [6].

The environmental carcinogen aristolochic acid (AA) is present in *Aristolochia* plants which are used in medicinal herbal remedies worldwide [7,8]. The nitrophenanthrene carboxylic acid structure of AAI, which is the main component of the plant extract AA, is shown in Figure 1a [9,10]. Exposure to AA leads to particular DNA adducts that form as a result of AAI bioactivation by several enzymes, such as NAD(P)H:quinone oxidoreductase (NQO1) and cytochrome P450 (CYP) 1A1 and 1A2 (i.e., CYP1A1 and CYP1A2) (Figure 1a) [11,12,13,14]. The renal diseases aristolochic acid nephropathy (AAN) and Balkan endemic nephropathy (BEN) are both caused by AA exposure [8,15,16,17]. Furthermore, renal injury in AA-exposed individuals can lead to the development of upper urinary tract and bladder urothelial tumours, as well as renal cell carcinomas [18,19,20,21,22]. *Aristolochia*-containing herbal products have been banned in many countries around the world but their use continues and remains an issue for public health, particularly in Asia [8,23].

Exposure to AA is associated with characteristic AT to TA transversions, mutations frequently observed in *TP53* in both human tumours and experimental cell culture models [24,25,26,27]. AA also affects gene expression profiles and *TP53*-dependent pathways in vitro and in vivo [28,29,30]. Given the clear link between AA exposure and p53, it is of importance to study the role of this gene in AAI tumourigenesis. Previous work on kidneys isolated from AAI-treated (5 mg/kg bw daily for three, 12, or 21 days) *TP53(+/+)* Hupki (human *TP53* knock-in) mice demonstrated that AAI modulates the expression of genes that play a role in the cell cycle, stress response, immune system, inflammatory response, apoptosis, and kidney development [29]. Another study in rats treated with AA (10 mg/kg bw) also observed alterations in genes related to the defence response, immune response, and apoptosis [30]. Both studies [29,30] demonstrated that AA-induced changes in gene expression are tissue-specific, meaning alterations at the gene level occurred only in the kidney and not in the liver of AA-treated rodents.

Recent work on *Trp53(+/+)*, *Trp53(+/-),* and *Trp53(-/-)* mice in our group demonstrated that wild-type *Trp53* protects from AAI-induced nephrotoxicity [31]. Proximal tubular damage induced by 3.5 mg/kg bw AAI (daily treatment of six days) was higher in *Trp53(-/-)* kidneys than in *Trp53(+/+)* kidneys [31]. A role for p53 in AAI bioactivation was not observed as *Trp53* status did not impact on AAI-induced DNA adduct formation in vivo [31]. Thus, the underlying mechanism(s) by which *Trp53* impacts on AAI-induced nephrotoxicity remains to be further explored. Transcriptomic analysis can provide information on such mechanism(s), helping to define relationships between toxicological end-points and gene expression patterns, and predict toxic responses. In the present study, we explored gene expression changes by microarray technology in *Trp53(+/+)*, *Trp53(+/-),* and *Trp53(-/-)* kidneys derived from mice that were treated with AAI on the basis of a previously established protocol to study experimental AAN (Figure 1b).

## 2. Results

### 2.1. Gene Expression Analysis

Gene expression analysis was based on two major questions:

1. Which genes and pathways are modulated by AAI treatment in kidneys of *Trp53(+/+)*, *Trp53(+/-)*, and *Trp53(-/-)* mice?
2. Which genes and pathways are commonly and differentially altered between AAI-exposed *Trp53(+/+)*, *Trp53(+/-)*, and *Trp53(-/-)* kidneys?

After applying the analysis parameters (*p* < 0.05; fold change ± 2), the fold change in gene expression relative to controls was obtained for AAI-exposed *Trp53(+/+)*, *Trp53(+/-),* and *Trp53(-/-)* kidneys (i.e., three separate gene lists were generated) using Qlucore Omics Explorer. 

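Kidney RNA from 30 mice was hybridised to 30 Clariom S mouse arrays, 5 for each of 6 groups that combine the 3 genotypes with AAI or water. *Trp53(+/+)* mice carry both functional copies of the gene, *Trp53(+/-)* mice 1 copy and *Trp53(-/-)* mice none. AAI, the plant nephrotoxin behind aristolochic acid nephropathy, was injected at 3.5 mg/kg bw daily for 6 days, and the kidneys were collected 24 h after the last injection. RNA was isolated from a portion of kidney tissue, so tubules, glomeruli, vessels and infiltrating cells were measured together. The authors processed the arrays with Robust Multi-array Average, which subtracts background, gives every array the same signal distribution and returns 1 value per transcript cluster. The deposited values are on the log2 scale, so that a difference of 1 is a 2-fold change. The number of arrays per group sets the precision of each value. Of the 22206 transcript clusters, 19572 have a gene symbol, and 67 that share a symbol with a brighter cluster were left out. The remaining 22139 were fitted together with limma, with 1 mean per group over the 30 arrays and no batch term. Fold changes are AAI against water of the same genotype, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called changed at an adjusted p under 0.05 and a change of at least 2-fold, whereas the 3 gene lists follow the thresholds of the paper, an unadjusted p under 0.05 and 2-fold. Differences of the AAI effect between genotypes (interactions) were called at an adjusted p under 0.05 without a minimum fold. Members of the lists below were counted as risen or fallen by the same rule. In addition, 34 lists of cell type markers and pathway genes were fixed before the data were examined. A further 15 lists hold genes that the paper prints in its tables, and these were chosen by the study on these samples, so their direction is not independent evidence. Each list was tested against all other genes with camera at a preset correlation between genes of 0.01, and again with a correlation estimated from the arrays. cDNA was synthesised in batches of 14 and 16 samples, and Fig. 3b marks the batch of the arrays of each group without naming the arrays within it. All *Trp53(+/+)* controls, all *Trp53(+/-)* AAI kidneys and 4 *Trp53(+/+)* AAI kidneys were in batch 1. All *Trp53(+/-)* controls, both *Trp53(-/-)* groups and 1 *Trp53(+/+)* AAI kidney were in batch 2. In *Trp53(+/-)* kidneys batch and treatment are therefore the same split and cannot be told apart, and the same holds for the *Trp53(+/+)* controls against the other controls. Which *Trp53(+/+)* AAI array belonged to batch 2 is not labelled, so a batch term was tried under each of the 5 possible assignments. Only replicate 1 in batch 2 gave the paper's *Trp53(+/+)* folds, 77.6 for *Lcn2* and 16.0 for *Cdkn1a*. With another array there they were 94.3 to 118 and 22.3 to 23.5. Leaving replicate 1 out gave the same 77.6 and 16.0. This was fixed in advance, since a batch term takes up the only *Trp53(+/+)* AAI array of its batch. The folds therefore do not settle the assignment.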

A total of 1180 (↑ 653, ↓ 527), 342 (↑ 159, ↓ 183), and 1365 (↑ 737, ↓ 628) genes were up (↑)- or down (↓)-regulated in kidneys of *Trp53(+/+)*, *Trp53(+/-),* and *Trp53(-/-)* mice after AAI treatment, respectively. These are depicted in the Venn diagram shown in Figure 2.

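AAI raised genes of tubular injury and lowered genes of the proximal tubule in all 3 genotypes. Keratin 20, *Krt20*, a marker of injured tubules, rose by 5.06 on the log2 scale in *Trp53(+/+)*, 2.89 in *Trp53(+/-)* and 4.96 in *Trp53(-/-)* kidneys (adjusted p = 8.73e-12, 1.77e-05 and 1.36e-11, limma). *Timp1*, an inhibitor of matrix metalloproteinases, rose by 4.33, 2.11 and 3.66. Among the strongest decreases were *Inmt*, an amine methyltransferase, with log2 changes of -3.91, -2.43 and -3.84, and *Eci3*, an isomerase of fatty acid breakdown, with -3.86, -1.86 and -3.89. The gene lists held 1340 genes in *Trp53(+/+)* kidneys (748 up, 592 down), 340 in *Trp53(+/-)* (158 up, 182 down) and 1368 in *Trp53(-/-)* (742 up, 626 down). Nearly all of them also passed the adjusted threshold, as 1337, 330 and 1363 genes were called. Without a minimum fold change, 6036, 1625 and 5847 genes had an adjusted p under 0.05. All kidneys of the *Trp53(-/-)* comparison were in batch 2, and its count therefore does not mix batches. In *Trp53(+/-)* kidneys the count of called genes moved with the handling of the batch. A batch term, which rests on 1 array, left a median of 16 called genes over the 5 assignments (0 to 900), while the gene list held a median of 358 genes (261 to 1208) and the fold of *Lcn2* was a median of 9.36 (3.36 to 27.5) against 8.75 without the term. The highest of these values, 900 called genes, a list of 1208 and 27.5-fold, came with *Trp53(+/+)* AAI replicate 1 in batch 2. Set against the *Trp53(+/+)* controls of their own batch, the *Trp53(+/-)* AAI kidneys gave 842 called genes.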

To investigate similarities and differences in gene expression, the three aforementioned gene lists were directly compared using Qlucore Omics Explorer. A total of 846 (↑ 500, ↓ 346), 171 (↑ 126, ↓ 45), and 20 (↑ 14, ↓ 6) genes differed between kidneys of AAI-treated *Trp53(+/+)* and *Trp53(+/-)* mice; between *Trp53(+/+)* and *Trp53(-/-)* mice; and between *Trp53(+/-)* and *Trp53(-/-)* mice, respectively (Supplementary Table S1). These three gene lists are referred to as “differences”. In addition, a total of 334 (↑ 148, ↓ 186), 1009 (↑ 522, ↓ 487), and 322 (↑ 139, ↓ 183) genes were similar between kidneys of AAI-treated *Trp53(+/+)* and *Trp53(+/-)* mice; between *Trp53(+/+)* and *Trp53(-/-)* mice; and between *Trp53(+/-)* and *Trp53(-/-)* mice, respectively. These three gene lists are referred to as “intersections” (Supplementary Table S1).

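Genes shared between genotypes changed in the same direction. *Trp53(+/+)* and *Trp53(-/-)* kidneys shared 566 upregulated and 522 downregulated genes, against 25.1 and 16.7 expected from independent lists of these sizes. All 340 genes of the *Trp53(+/-)* list were on the *Trp53(+/+)* list, 158 up (5.34 expected) and 182 down (4.87 expected). *Trp53(+/-)* and *Trp53(-/-)* kidneys shared 139 upregulated genes (5.3 expected) and 182 downregulated genes (5.15 expected). Each genotype was compared with its own controls, so no control array is shared between the lists. On the other side, 1000 genes of the *Trp53(+/+)* list were not on the *Trp53(+/-)* list. Another 252 were not on the *Trp53(-/-)* list (182 up, 70 down), and 19 genes of the *Trp53(+/-)* list were not on the *Trp53(-/-)* list. The downregulated genes common to all lists include the transporters *Slc5a8* (log2 change of -3.70 in *Trp53(+/+)*, -1.58 in *Trp53(+/-)* and -3.67 in *Trp53(-/-)* kidneys) and *Slc15a2* (-1.97, -1.13 and -1.64), which take up lactate and peptides. The common upregulated genes include the myofibroblast genes *Acta2* (3.59, 1.55 and 3.75) and *Tagln* (3.42, 1.62 and 3.59).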

The impact of *Trp53* genotype on AAI-induced gene expression in vivo was further investigated by comparing gene lists for AAI-exposed *Trp53(+/+)* (1180 genes), *Trp53(+/-)* (342 genes), and *Trp53(-/-)* (1365 genes) kidneys in MetaCore™. Significantly altered pathways (*p* < 0.05) were mapped by using the “Compare Experiments Workflow” tool, which provides information on intersections between gene lists. These include the number of genes that are in common and unique between gene lists. A total of 318 genes were in common for *Trp53(+/+)*, *Trp53(+/-),* and *Trp53(-/-)* kidneys (Figure 2), whereas a number of genes were genotype-specific. More precisely, 155, 4, and 352 genes were found to be uniquely altered in *Trp53(+/+)*, *Trp53(+/-),* and *Trp53(-/-)* kidneys, respectively (Figure 2).

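A gene on the *Trp53(+/+)* or *Trp53(-/-)* list alone had in most cases also changed in the other of these genotypes, but by less than 2-fold. In total, 321 genes were on all 3 lists, 139 up and 182 down. A further 767 were on the *Trp53(+/+)* and *Trp53(-/-)* lists alone, and 19, all upregulated, on the *Trp53(+/+)* and *Trp53(+/-)* lists alone. The *Trp53(+/+)* list alone held 233 genes (163 up, 70 down). Of these, 210 moved the same way in *Trp53(-/-)* kidneys and 124 in *Trp53(+/-)* kidneys at an adjusted p under 0.05. When the AAI effects themselves were compared with an interaction term in limma, 4 of the 233 differed from *Trp53(-/-)* and 27 from *Trp53(+/-)*, with 3 of them differing from both. The *Trp53(-/-)* list alone held 280 genes (176 up, 104 down), of which 227 moved the same way in *Trp53(+/+)* and 75 in *Trp53(+/-)* kidneys, and 2 differed from *Trp53(+/+)* and 65 from *Trp53(+/-)*. No gene was on the *Trp53(+/-)* list alone in limma, and 3 were without *Trp53(+/+)* AAI replicate 1, when 155 were on the *Trp53(+/+)* list alone. Over all genes tested, the AAI effect differed between *Trp53(+/+)* and *Trp53(-/-)* kidneys for 23 genes (1684 at an unadjusted p under 0.05), between *Trp53(+/+)* and *Trp53(+/-)* for 408 and between *Trp53(+/-)* and *Trp53(-/-)* for 571. The largest difference among the 10 genes with the smallest adjusted p between *Trp53(+/+)* and *Trp53(-/-)* belonged to *1700007K13Rik*, with a log2 change of 3.25 against -0.13, followed by *Ces2e*, a carboxylesterase, with 2.21 against -0.67 (adjusted p of the difference = 1.3e-05 and 7.5e-08). With a difference of at least 2-fold required as well, the 23, 408 and 571 genes were 20, 217 and 297. The 23 became 39 with quantile normalization again and 35 with a trended and robust prior. Single arrays mattered for the other 2 counts. Between *Trp53(+/+)* and *Trp53(+/-)* the count was 237 without *Trp53(+/+)* AAI replicate 1, 247 without *Trp53(+/-)* AAI replicate 1 and 248 without *Trp53(+/-)* AAI replicate 3, and between *Trp53(+/-)* and *Trp53(-/-)* 364 without *Trp53(+/-)* AAI replicate 3; a batch term left medians of 0 (0 to 282) and 59 (7 to 418) and centring within batches a median of 317 (235 to 397) for the latter, while for *Lcn2* the log2 difference between *Trp53(+/+)* and *Trp53(+/-)* was a median of 3.36 (1.5 to 5.14) with it, passing in 1 of 5 assignments, and 3.48 without it (adjusted p = 0.204 and 0.000346).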

### 2.2. The Impact of Trp53 Genotype on AAI-Induced Gene Expression In Vivo

Principle component analysis (PCA) was used to create a two-dimensional representation of the data set by illustrating differences in global gene expression profiles, whereas hierarchical clustering was applied to build a dendrogram that clusters samples according to similarities in gene expression. Both methods are unsupervised, meaning that prior knowledge on sample information is not utilised to create graphical representations.

Prior to investigating the impact of *Trp53* status on AAI-induced gene expression, significantly altered genes (*p* < 0.05; fold change ± 2) for AAI-exposed *Trp53(+/+)*, *Trp53(+/-),* and *Trp53(-/-)* kidneys were visually compared in Qlucore Omics Explorer. As shown in the PCA plot (Figure 3a), AAI treatment was the driving factor (84%) for gene expression. Overall, gene expression profiles clearly showed a treatment-dependent separation. This finding was further supported through hierarchical clustering (Figure 3b), which showed that control and AAI-exposed samples clustered separately.

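Control and AAI-exposed kidneys fell into separate clusters without exception. Over the 1620 genes on any list, the first principal component held 78.3% of the variance and the second 3.49%. All 15 control arrays lay on the negative side of the first component and all 15 AAI arrays on the positive side, a mean difference of 64.0. No p-value is given for it, since the genes were chosen for differing between AAI and water in the same arrays. The highest control scored -22.1, and the lowest AAI array, a *Trp53(+/-)* kidney, 0.818. Cut into 2 clusters, the tree placed 30 of 30 arrays with their treatment, under average, complete and Ward linkage alike. The genes behind the component included *Clu*, a gene of injured tubules (log2 change of 2.92 in *Trp53(+/+)*, 1.47 in *Trp53(+/-)* and 2.64 in *Trp53(-/-)* kidneys), and *Miox*, an enzyme of the proximal tubule (-3.61, -1.82 and -3.98). This choice also raises the share of the first component: over all genes it held 23.5%, and 28 of 30 arrays stood with their treatment.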

Given that AAI treatment clearly had an effect on gene expression, the impact of *Trp53* genotype on AAI-induced gene expression was further examined. PCA analysis indicated some sort of *Trp53* genotype-dependent separation of the global gene expression profiles (Figure 3a). 

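Along the first component the mean scores of the AAI groups differed between genotypes. *Trp53(+/-)* AAI kidneys had a mean score of 12.4 ± 8.52 (SD, n = 5), *Trp53(+/+)* AAI kidneys 32.1 ± 11.7 (SD, n = 5) and *Trp53(-/-)* AAI kidneys 51.4 ± 5.76 (SD, n = 5). *Trp53(+/+)* and *Trp53(-/-)* AAI kidneys differed but overlapped (exact permutation test, two-sided, p = 0.0317, adjusted p = 0.0439 over 18 comparisons), since *Trp53(+/+)* AAI replicate 1 scored 52.0 and the *Trp53(-/-)* AAI kidneys 44.2 to 57.7. The other pairs of AAI groups did not overlap (exact p = 0.00794 each, the smallest for 5 against 5 arrays, adjusted p = 0.0143). Among the controls, *Trp53(+/+)* kidneys scored lowest, at -44.0 ± 5.89 (SD, n = 5). *Trp53(+/-)* and *Trp53(-/-)* controls lay at -26.2 ± 2.94 and -25.8 ± 3.31 (SD, n = 5 each) and were not separated by the test (exact permutation p = 0.817). The position of the *Trp53(+/+)* controls goes with batch, since they were the only controls in batch 1. All *Trp53(-/-)* AAI kidneys were in batch 2, and all *Trp53(+/-)* and 4 *Trp53(+/+)* AAI kidneys in batch 1. The place of the *Trp53(-/-)* AAI kidneys therefore cannot be told apart from batch either. Between *Trp53(+/+)* and *Trp53(-/-)* kidneys the mean difference was -19.3 with AAI and -18.2 with water. AAI minus water was 76.1 in *Trp53(+/+)* and 77.2 in *Trp53(-/-)* kidneys. The genes were chosen for their AAI effects in these arrays, so all of these p-values hold for the chosen genes only. 

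**Figure D1:**
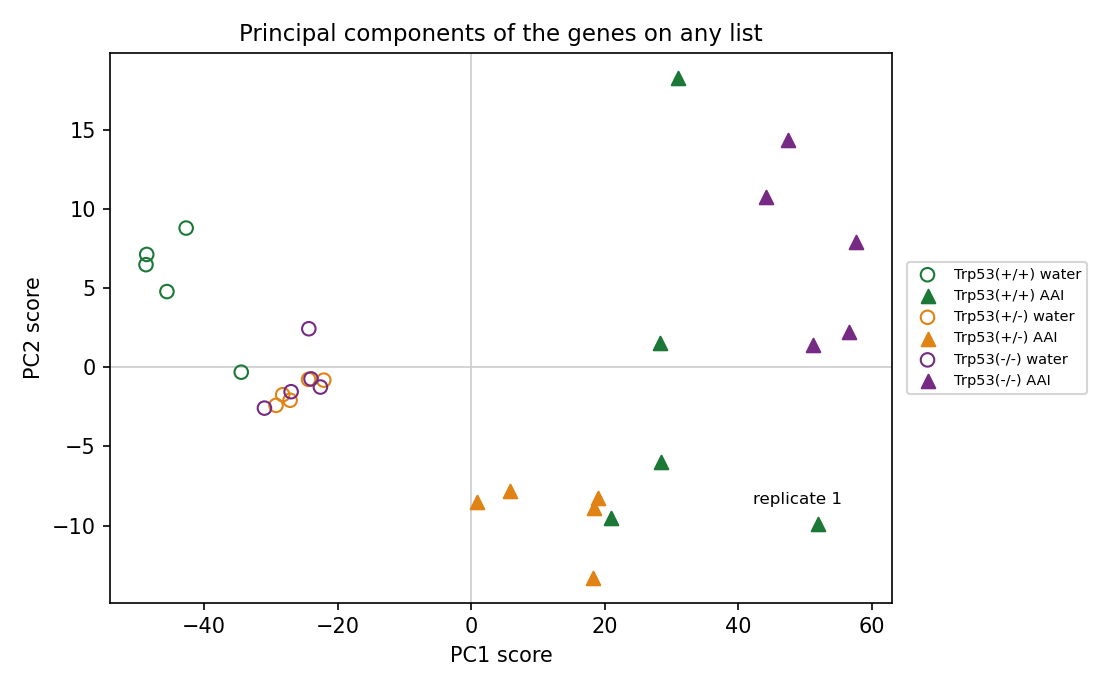
Scores of the 30 arrays on the first (PC1) and second (PC2) principal components of the genes on any of the 3 lists, in arbitrary units; open circles are control kidneys, filled triangles AAI-exposed kidneys, and colours the genotypes. All triangles lie to the right of all circles; *Trp53(+/+)* AAI replicate 1 has a PC1 score of 52.0, the highest of its group.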

Colour intensities in the heat map (Figure 3b) indicated that control *Trp53(+/+)* kidneys separate from control *Trp53(+/-)* and *Trp53(-/-)* kidneys, whereas AAI-exposed *Trp53(-/-)* kidneys separate from AAI-exposed *Trp53(+/+)* and *Trp53(+/-)* kidneys, thus indicating a *Trp53* genotype-dependent effect on gene expression. However, these observations were not clear-cut and required further investigations through pathway analysis.

The effects of *Trp53* genotype and AAI treatment on gene expression were also explored visually on an individual basis in Qlucore Omics Explorer. Separate hierarchical clustering on significantly altered genes (*p* < 0.05; fold change ± 2) for *Trp53(+/+)*, *Trp53(+/-),* and *Trp53(-/-)* kidneys was carried out. As shown in Figure 3b, separate heat maps for *Trp53(+/+)*, *Trp53(+/-),* and *Trp53(-/-)* kidneys again showed a treatment-dependent separation (Supplementary Figure S1). All of the conducted analyses and obtained gene lists were corrected for batch effects with a built-in algorithm (Qlucore Omics Explorer).

### 2.3. Genes Modulated by AAI Treatment in Trp53(+/+), Trp53(+/-), and Trp53(-/-) Kidneys

To investigate the role of *Trp53* genotype on AAI-induced gene expression in vivo, the online pathway analysis tool MetaCore™ was used. Gene lists for AAI-exposed *Trp53(+/+)* (1180 genes), *Trp53(+/-)* (342 genes), and *Trp53(-/-)* (1365 genes) kidneys were individually analysed. The enrichment method used in MetaCore™ (i.e., “Enrichment analysis in Pathway Maps”) maps the genes in the experiment to MetaCore™ ontologies, ultimately mapping the statistically significant pathways (*p* < 0.05) and obtaining the top fifty pathways for each gene list. A summary of these pathways is presented in Supplementary Table S2. We focused on those pathways related to cancer biology, cellular processes, renal disease and xenobiotic metabolism, and summaries of selected pathways for *Trp53(+/+)*, *Trp53(+/-),* and *Trp53(-/-)* kidneys are shown in Figure 4 (Supplementary Table S3). Overall, pathways related to immune response, epithelial-to-mesenchymal (EMT), transcription of hypoxia-inducible factor 1 (Hif-1) targets, renal injury, cell cycle, secretion of xenobiotics, and signalling processes in cancer were significant for *Trp53(+/+)*, *Trp53(+/-),* and *Trp53(-/-)* kidneys.

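In all 3 genotypes macrophage and monocyte markers rose, with 21 of 25 in *Trp53(+/+)*, 12 in *Trp53(+/-)* and 19 in *Trp53(-/-)* kidneys, and none fell (22, 20 and 23 adjusted over the list alone). Genes of fibroblasts and extracellular matrix rose in number as well, 39, 27 and 39 of 44 (40, 31 and 41 adjusted over the list alone). The scavenger receptor *Msr1* of macrophages rose by 3.18, 1.44 and 3.08 on the log2 scale and *Lyz2*, their lysozyme, by 2.76, 1.43 and 2.48. Markers of other immune cells gave no such change. Of 20 T and NK cell markers 1 fell in *Trp53(+/+)*, 1 rose in *Trp53(-/-)* and none passed in *Trp53(+/-)* kidneys (camera adjusted p = 0.626, 0.633 and 0.33). Of 14 neutrophil markers 3 rose and 1 fell in *Trp53(-/-)* kidneys and none passed in the other genotypes (adjusted p = 0.801, 0.636 and 0.664 in the order of genotypes above), and of 11 B cell markers 1 fell in *Trp53(+/+)* kidneys and none passed in the others (adjusted p = 0.508, 0.657 and 0.489). Adjusted over the list alone, no member of the T and NK cell or B cell lists passed, and of the neutrophil list 3 rose and 1 fell in *Trp53(-/-)* kidneys. Of all 49 lists, 34 passed camera at the preset correlation in *Trp53(+/+)*, 37 in *Trp53(+/-)* and 35 in *Trp53(-/-)* kidneys, and of these 30, 31 and 28 also passed with an estimated correlation. These counts include the 15 lists that the study chose on these samples, whose passing is not independent evidence. The camera p-values were adjusted over all 49 lists of a contrast, so these 15 also bear on the adjusted p of the others. MetaCore maps themselves were not run here.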

Gene lists for AAI-exposed *Trp53(+/+)*, *Trp53(+/-),* and *Trp53(-/-)* kidneys were also investigated manually. The top ten upregulated and downregulated genes were noted in the individual three gene lists (data not shown). Out of the top ten upregulated genes for each genotype, two genes in particular emerged for most of the genotypes; these were lipocalin 2 (*Lcn2*; fold change of 77.6 for *Trp53(+/+)*, 8.8 for *Trp53(+/-)* and 68.9 for *Trp53(-/-)*); and *Cdkn1a* (fold change of 16 for *Trp53(+/+)*, 8.4 for *Trp53(+/-)* and 9.6 for *Trp53(-/-)*). However, *Cdkn1a* was not among the top ten upregulated genes in *Trp53(-/-)* kidneys. 

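*Lcn2*, which encodes the iron-binding protein NGAL, was the gene with the largest increase in each genotype. Its signal rose from 4.66 ± 0.58 to 11.26 ± 0.90 (log2, SD, n = 5 each) in *Trp53(+/+)* kidneys, from 6.48 ± 0.27 to 9.61 ± 0.64 in *Trp53(+/-)* and from 6.47 ± 0.58 to 12.58 ± 0.40 in *Trp53(-/-)* kidneys. These are increases of 97.6-fold, 8.75-fold and 68.9-fold (adjusted p = 4.66e-15, 1.28e-06 and 2.26e-14, limma). *Cdkn1a*, the gene of the cell cycle inhibitor p21, went from 5.69 ± 0.65 to 10.09 ± 0.90 in *Trp53(+/+)*, from 6.70 ± 0.45 to 9.76 ± 0.13 in *Trp53(+/-)* and from 6.43 ± 0.27 to 9.70 ± 0.79 in *Trp53(-/-)* kidneys (SD, n = 5 each), or 21.1-fold, 8.37-fold and 9.64-fold (adjusted p = 1.27e-11, 1.4e-06 and 3.73e-09). For *Lcn2* the effect in *Trp53(+/-)* kidneys differed from that in *Trp53(+/+)* (adjusted p of the interaction = 0.000346) and *Trp53(-/-)* kidneys (0.000535), calls that a batch term kept in 1 and 2 of 5 assignments, and between the latter it did not pass (0.85). *Trp53(+/+)* AAI replicate 1 stood apart for *Cdkn1a*, at 11.69 against 9.46 to 9.77 in the other 4 arrays. Without it, the increases in *Trp53(+/+)* kidneys were 77.6-fold for *Lcn2* and 16.0-fold for *Cdkn1a*. 

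**Figure D2:**
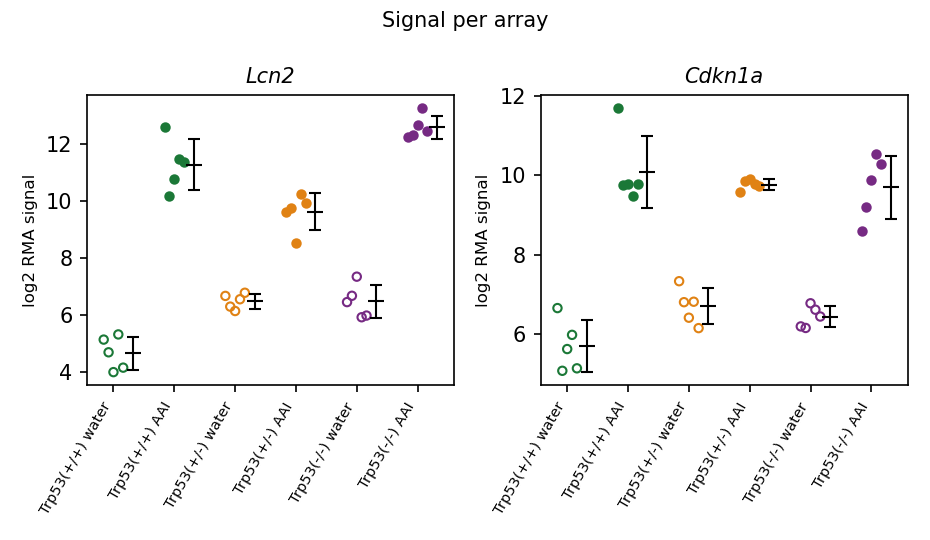
Signal of *Lcn2* and *Cdkn1a* in each array on the log2 scale, by genotype and treatment; points are arrays (open for water, filled for AAI) and black bars the mean and SD of 5 arrays. The AAI groups of *Cdkn1a* lie close together, at means of 10.09, 9.76 and 9.70, and 1 *Trp53(+/+)* AAI array lies above the rest.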

*Slc* (i.e., *Slco1a1*, *Slc22a28*, *Slc22a30*, *Slc7a13*) were among the top ten downregulated genes for most of the genotypes.

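The 4 transporters fell in every genotype, by the smallest amount in *Trp53(+/-)* kidneys. *Slco1a1*, an organic anion transporting polypeptide of the proximal tubule, was 26.4-fold lower in *Trp53(+/+)*, 7.6-fold lower in *Trp53(+/-)* and 28.8-fold lower in *Trp53(-/-)* kidneys (adjusted p = 6.63e-12, 4.54e-06 and 4.14e-12, limma). Its level was 9.92 ± 0.78 in *Trp53(+/+)* controls and 5.20 ± 1.10 after AAI (log2, SD, n = 5 each). *Slc22a28* fell by 4.47, 1.60 and 4.66 and *Slc22a30* fell by 4.64, 1.69 and 4.71 on the log2 scale, in the same order of genotypes. *Slc7a13*, an amino acid transporter, fell by 4.97, 1.97 and 4.15, and for it the decrease in *Trp53(+/-)* kidneys was smaller than in *Trp53(+/+)* (adjusted p of the interaction = 0.00222) and in *Trp53(-/-)* kidneys (0.0133). With a batch term, taken as the median over its 5 assignments (lowest to highest), these log2 differences were -2.68 (-4.57 to -1.91) and 1.92 (1.27 to 3.49), and each call was kept in 1 assignment and lost in the others. All 4 were among the 10 largest decreases in *Trp53(+/+)* and in *Trp53(-/-)* kidneys, and *Slco1a1* and *Slc7a13* also in *Trp53(+/-)* kidneys, where every AAI array lay below every control. *Slco1a1* was lower in *Trp53(+/+)* AAI replicate 1 than in the rest of its group, at 3.27 against 5.47 to 6.08.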

### 2.4. Pathway Comparison for AAI-Exposed Trp53(+/+), Trp53(+/-), and Trp53(-/-) Kidneys

To investigate the *Trp53*-independent effects of AAI on gene expression, genes in common (318 genes) for AAI-exposed *Trp53(+/+)*, *Trp53(+/-),* and *Trp53(-/-)* kidneys were explored through pathway maps in MetaCore™. A summary of the obtained pathways (selected out of top 50, Supplementary Table S2; *p* < 0.05) for *Trp53(+/+)*, *Trp53(+/-),* and *Trp53(-/-)* kidneys is shown in Figure 5 (Supplementary Table S4). This analysis reflects the theme of pathways discussed above. Maps for selected pathways are shown in Figure 6, Figure 7, Figure 8 and Figure 9. A summary of these pathway maps is also shown in Table 1. The remainder of the pathway maps are presented in Figures S2–S20. 

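Genes that p53 is known to switch on rose with AAI where p53 was present, and several of them did not change in *Trp53(-/-)* kidneys. At an adjusted p under 0.05 without a minimum fold, 28 of 37 measured p53 target genes rose and 2 fell in *Trp53(+/+)* kidneys. By this rule 24 rose in *Trp53(+/-)*, and 11 rose and 1 fell in *Trp53(-/-)* kidneys (28 and 2, 25 and 1, and 11 and 1 adjusted over the list alone). Their median log2 change was 0.93, 0.62 and 0.20. *Mdm2*, the ligase that degrades p53, rose by 1.80 in *Trp53(+/+)* and 1.13 in *Trp53(+/-)* kidneys, with 0.20 (adjusted p = 0.435) in *Trp53(-/-)* kidneys. *Ccng1*, which encodes cyclin G1, and *Eda2r*, a receptor of the TNF receptor family, behaved alike, with 1.63, 1.17 and -0.37, and 2.52, 1.74 and 0.15. Of these targets, 9 had a larger AAI effect in *Trp53(+/+)* than in *Trp53(-/-)* kidneys at an adjusted p under 0.05 for the interaction in limma (21 adjusted over the list alone), among them *Mdm2* (0.000593), *Ccng1* (8.24e-05), *Eda2r* (8.78e-05), *Trp53inp1* (0.00117) and *Zfp365* (3.15e-05). For the list as a whole the camera adjusted p of this difference was 1.27e-29, and 0.000148 with an estimated correlation. *Cdkn1a* was not among the genes whose effect differed (adjusted p of the interaction between *Trp53(+/+)* and *Trp53(-/-)* = 0.57), nor was *Plk2*, with 3.27, 2.14 and 2.32. The rise of the list in *Trp53(-/-)* kidneys passed camera at the preset correlation but not with an estimated one (adjusted p = 0.248). 

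**Figure D3:**
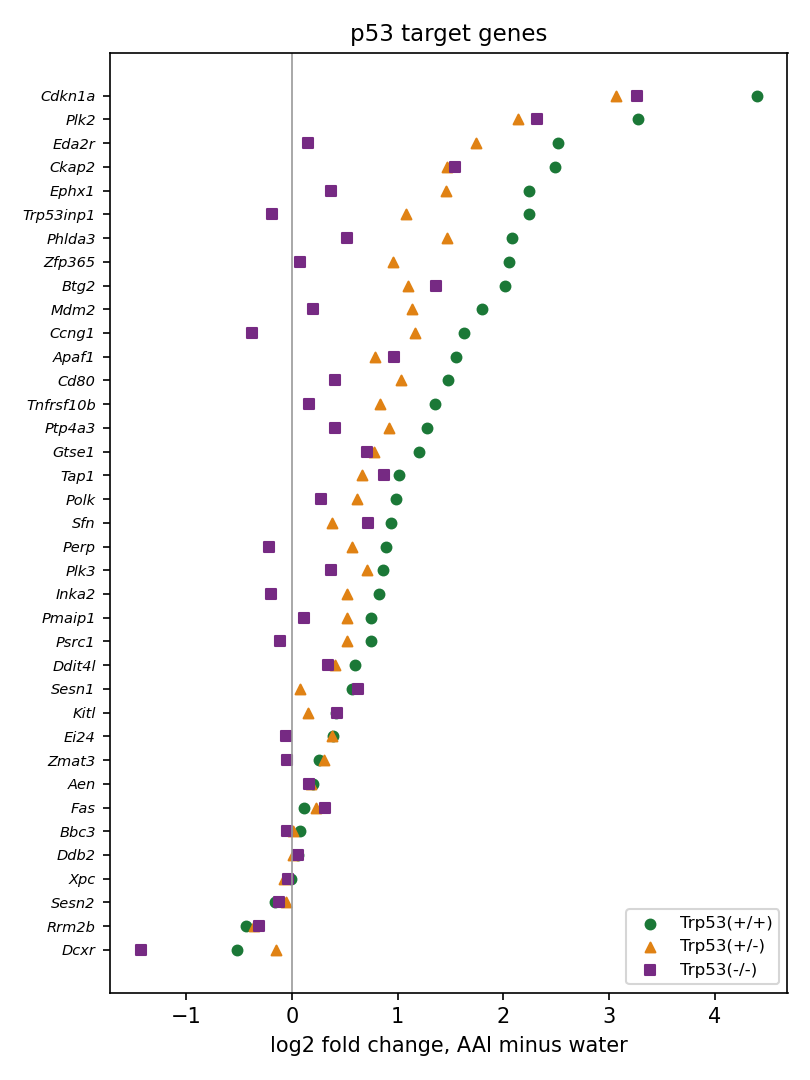
AAI effect on the 37 measured p53 target genes as log2 fold change of AAI against water, by genotype; each symbol is the mean difference of 5 against 5 arrays, and genes are ordered by their change in *Trp53(+/+)* kidneys. Squares, the *Trp53(-/-)* kidneys, lie near 0 for *Eda2r*, *Mdm2*, *Zfp365* and *Tnfrsf10b* and to the right of the triangles, the *Trp53(+/-)* kidneys, for *Cdkn1a* and *Plk2*.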

As shown in Figure 6, *Cdkn1a* (i.e., p21) was upregulated in *Trp53(+/+)*, *Trp53(+/-),* and *Trp53(-/-)* kidneys, with the highest levels in *Trp53(+/+)* kidneys. Moreover, the c-*Myc* proto-oncogene was upregulated, with highest levels (fold change of 3.8) found in *Trp53(-/-)* kidneys (Figure 6). 

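*Myc*, a transcription factor that drives growth and proliferation, rose from 5.81 ± 0.29 to 7.73 ± 0.41 (log2, SD, n = 5 each) in *Trp53(-/-)* kidneys, a 3.77-fold change (adjusted p = 1.36e-06, limma). In *Trp53(+/+)* kidneys the log2 change was 1.22 (adjusted p = 0.000774) and in *Trp53(+/-)* kidneys 0.94 (adjusted p = 0.0269). Its effect was not shown to differ between genotypes, with adjusted p = 0.7 between *Trp53(+/+)* and *Trp53(-/-)* and 0.237 between *Trp53(+/-)* and *Trp53(-/-)* kidneys. Of the 9 Hif-1 targets that Table 1 names and that were measured, 7 rose and 1 fell in each genotype (7 and 2 in *Trp53(+/+)* kidneys adjusted over the list alone), and this list was chosen by the study on these samples. MCT4 of that table was read as *Slc16a3*, the member that neither rose nor fell at this threshold. The paper gives no identifier, so this reading is uncertain. AK3 of that table was read as *Ak4*, an adenylate kinase of mitochondria that also goes by that name, though another gene is now called *Ak3*. *Ak4* was the member that fell, with -3.06, -1.24 and -3.35, and *Edn1*, the gene of endothelin 1, rose by 1.44, 1.05 and 1.86. In *Trp53(+/-)* kidneys the adjusted p of *Myc* was no longer under 0.05 without any 1 of AAI replicates 4 and 5 and water replicates 1 and 5. Its log2 change stayed within 0.81 to 1.07.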

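Markers of tubular injury rose in every genotype. Of 19 tubular injury markers, 17 rose in each genotype and none fell (17, 17 and 18 adjusted over the list alone). *Havcr1*, the gene of kidney injury molecule 1, rose 25-fold, 7.45-fold and 17.4-fold in *Trp53(+/+)*, *Trp53(+/-)* and *Trp53(-/-)* kidneys, and *Anxa2* 5.13-fold, 2.68-fold and 4.91-fold. Of 11 podocyte markers 8 rose and 1 fell in *Trp53(+/+)* kidneys, none rose and 1 fell in *Trp53(+/-)*, and 6 rose in *Trp53(-/-)* kidneys (8 and 1, 0 and 1, and 8 and 0 adjusted over the list alone); among them *Kirrel* had log2 changes of 0.86, 0.29 (adjusted p = 0.448) and 0.93. The 8 measured genes that Table 1 gives for tubulointerstitial injury rose in all genotypes, as did its 6 genes for glomerular injury. These genes were picked by the study from the same kidneys and are not independent evidence. For the podocyte markers the call was lost with an estimated correlation (adjusted p = 0.0674 in *Trp53(+/+)*, 0.196 in *Trp53(+/-)* and 0.128 in *Trp53(-/-)* kidneys).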

Pathways associated with injury of tubulointerstitial cells and glomeruli in Lupus nephritis, an autoimmune disease [32], were significant in *Trp53(+/+)*, *Trp53(+/-),* and *Trp53(-/-)* kidneys (Figure 7 and Figure 8). As shown in Figure 8, *Ngal* (also known as *Lcn2*) was upregulated in *Trp53(+/+)*, *Trp53(+/-),* and *Trp53(-/-)* kidneys. Furthermore, the expression of *Slc* organic anion and cation transporters (e.g., *Slc22*) [33] was downregulated in *Trp53(+/+)*, *Trp53(+/-),* and *Trp53(-/-)* kidneys following AAI treatment (Figure 9 and Supplementary Figure S2).

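The fall of these transporters was part of a fall of proximal tubule genes in general. Of 30 organic anion and cation transporters, 25 fell and 2 rose in *Trp53(+/+)*, 21 fell and 1 rose in *Trp53(+/-)*, and 25 fell and 1 rose in *Trp53(-/-)* kidneys (25, 24 and 26 fell adjusted over the list alone). Of 37 proximal tubule markers, 35, 28 and 35 fell and none rose, with median log2 changes of -1.89, -0.97 and -2.27. *Slc22a12*, the urate transporter, changed by -1.64, -0.64 and -1.95, and *Slc17a3*, a phosphate and urate transporter, by -3.17, -1.22 and -3.48. Of 18 markers of the thick ascending limb and distal convoluted tubule, 2 rose and 3 fell in *Trp53(+/+)*, none rose and 2 fell in *Trp53(+/-)*, and 3 rose and 2 fell in *Trp53(-/-)* kidneys (3 and 4, 0 and 2, and 3 and 2 adjusted over the list alone). Of 20 collecting duct markers, 5, 1 and 8 rose and 2, 0 and 1 fell (5 and 2, 0 and 0, and 9 and 2 adjusted over the list alone), and as a list they passed camera in *Trp53(-/-)* kidneys at the preset correlation only (adjusted p = 0.248 with an estimated correlation). *Egf*, which the distal tubule makes, fell by 2.84, 1.38 and 2.14 on the log2 scale. Among the genes that the paper's tables place in renal secretion, 7 of 7 for organic electrolytes and 5 of 5 for drugs fell in each genotype, as did 7 of 7 genes of tryptophan metabolism such as *Kmo* (-2.31, -1.45 and -2.63). The study chose these lists on these samples, so they are not independent evidence.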

To investigate the *Trp53* genotype-dependent effects of AAI on gene expression, unique genes for AAI-exposed *Trp53(+/+)* (155 genes), *Trp53(+/-)* (4 genes), and *Trp53(-/-)* (352 genes) kidneys were individually explored through pathway maps in MetaCore™. Summaries of the obtained pathways for *Trp53(+/+)*, *Trp53(+/-),* and *Trp53(-/-)* kidneys are shown in Table 2. The top fifty pathways (*p* < 0.05) were investigated for the three genotypes (Supplementary Table S2). However, only four unique genes were found for *Trp53(+/-)* kidneys, thus a total of four pathway maps were obtained. The four genes modulated in exposed *Trp53(+/-)* kidneys were specifically glioma pathogenesis-related protein (*Glipr*), glutamate receptor 3 (*GluR3*), iron-regulated transporter 1 (*Irt1*), and *Ras*-related protein 2b (*Rap-2b*).

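Of the 4 genes, *Rap2b* and *Gria3* (the gene of GluR3) were measured under these names, Glipr can stand for *Glipr1* or *Glipr2*, and Irt1 matched no gene name. *Rap2b*, *Gria3* and *Glipr1* changed in *Trp53(+/+)* kidneys as well. *Rap2b*, a small GTPase of the Ras family, had log2 changes of 1.15 in *Trp53(+/+)*, 1.05 in *Trp53(+/-)* and 0.53 in *Trp53(-/-)* kidneys (adjusted p = 8.14e-07, 6.23e-05 and 0.0109, limma), and its signal in *Trp53(+/-)* kidneys went from 5.35 ± 0.15 to 6.40 ± 0.20 (SD, n = 5 each). *Gria3*, a glutamate receptor subunit, had 1.10, 1.17 and -0.68. *Glipr1* had 1.11, 1.02 and 0.89. These 3 genes, which the study chose on these samples, rose in *Trp53(+/+)* and *Trp53(+/-)* kidneys, and *Rap2b* and *Glipr1* also in *Trp53(-/-)* kidneys. *Glipr2* had 0.14, 0.33 and 0.32 with no adjusted p under 0.05. Only *Gria3* differed between genotypes, with an adjusted p of 0.0062 for the interaction between *Trp53(+/-)* and *Trp53(-/-)* kidneys (lost with a batch term in all 5 of its assignments, at a median log2 difference of 1.84 (0.83 to 2.76)) and 0.0563 between *Trp53(+/+)* and *Trp53(-/-)* kidneys. Without *Trp53(+/+)* AAI replicate 1 the changes in *Trp53(+/+)* kidneys were 0.97 for *Rap2b*, 0.92 for *Gria3* and 0.88 for *Glipr1*, each under 2-fold, so that these 3 genes were then on the *Trp53(+/-)* list alone. For *Glipr1* the adjusted p in *Trp53(+/-)* kidneys was no longer under 0.05 without 1 of *Trp53(+/-)* AAI replicates 1, 2, 4 and 5 or water replicates 3, 4 and 5 (log2 changes of 0.83 to 1.25), and in *Trp53(-/-)* kidneys without 1 of AAI replicates 1, 2 and 3 or water replicate 1 (0.75 to 1.09). 

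**Figure D4:**
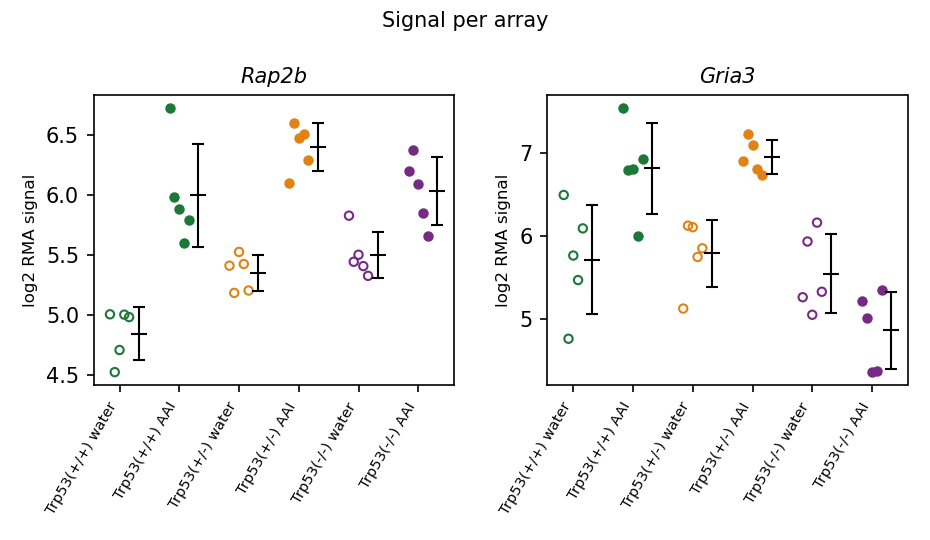
Signal of *Rap2b* and *Gria3* in each array on the log2 scale, by genotype and treatment; points are arrays (open for water, filled for AAI) and black bars the mean and SD of 5 arrays. *Gria3* has a mean of 4.86 in *Trp53(-/-)* AAI kidneys, below the 5.54 of their controls, and lies above its controls in the other genotypes.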

A total of 17 pathways were selected for *Trp53(+/+)* kidneys. 

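Genes that Table 2 lists for *Trp53(+/+)* kidneys changed in the other genotypes too, in most cases. Of 22 measured genes, 19 rose and 2 fell in *Trp53(+/+)*, 14 rose and 2 fell in *Trp53(+/-)*, and 19 rose and 2 fell in *Trp53(-/-)* kidneys, in a list that the study chose on these samples. In all, 21 of them were on the *Trp53(+/+)* list and 16 on that list alone. *Mmp2*, a gelatinase that breaks down matrix, rose by 2.19 on the log2 scale in *Trp53(+/+)* and by 0.99 and 0.64 in *Trp53(+/-)* and *Trp53(-/-)* kidneys, and its effect differed from both (adjusted p of the interaction = 0.0175 and 0.00783, limma); a batch term kept the difference from *Trp53(-/-)* kidneys in all 5 assignments and lost that from *Trp53(+/-)* kidneys in all of them (median log2 difference 1.36 (0.17 to 1.89)). *Plin2*, a coat protein of lipid droplets, rose by 1.32, 0.68 and 0.73. The mitochondrial genes *Sod2*, a superoxide dismutase, and *Hspd1*, a chaperone, were the 2 that fell, with -1.24 and -1.31 in *Trp53(+/+)* kidneys. Of the 22 genes, only *Mmp2* differed from *Trp53(-/-)* kidneys when adjusted over all genes (3 higher and 1 lower when adjusted over the list alone). In *Trp53(-/-)* kidneys the adjusted p of *Mmp2* was no longer under 0.05 without *Trp53(-/-)* water replicate 3. Its log2 change stayed within 0.53 to 0.80 without any 1 array.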

Overall, unique genes for this genotype were involved in pathways related to the immune response, cellular metabolism, inflammation, apoptosis, stress response, transcription of Hif-1 targets, and regulation of EMT. One out of four genes for *Trp53(+/-)* kidneys was mapped to significant pathways. More precisely, the *Rap-2b* gene belonging to the *Ras* family of oncogenes [34]. A total of 22 pathways were selected for *Trp53(-/-)* kidneys. These pathways mapped to a wide range of cellular processes, including the immune response, cell cycle regulation, proliferation, metabolism, DNA replication and repair, and antiapoptotic responses.

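The cell cycle and DNA replication genes that Table 2 gives for *Trp53(-/-)* kidneys rose there, and fewer of them passed the threshold in the other genotypes. All 27 measured genes rose in *Trp53(-/-)* kidneys, 22 in *Trp53(+/+)* and 8 in *Trp53(+/-)* kidneys, and none fell, in a list taken by the study from these kidneys. All 27 were on the *Trp53(-/-)* list and 21 on that list alone. *Mcm4*, a subunit of the replicative helicase, had log2 changes of 1.53 in *Trp53(-/-)*, 0.60 (adjusted p = 0.0924) in *Trp53(+/+)* and 0.51 (adjusted p = 0.361) in *Trp53(+/-)* kidneys. *Rrm1*, a subunit of ribonucleotide reductase, rose by 2.24, 1.69 and 1.04 in the same order. When the AAI effects were compared directly, none of the 27 genes differed between *Trp53(+/+)* and *Trp53(-/-)* kidneys over all genes tested, and 12 were lower in *Trp53(+/+)* when adjusted over the list alone (14 at an unadjusted p under 0.05). As a list their effect was lower in *Trp53(+/+)* by camera at the preset correlation (adjusted p = 4.43e-15), and not with an estimated correlation (adjusted p = 0.0848). The other 10 genes of Table 2 for this genotype comprised 8 that rose and 2 that fell in both *Trp53(-/-)* and *Trp53(+/+)* kidneys, and 1 rose and 1 fell in *Trp53(+/-)* kidneys.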

## 3. Discussion

Microarrays are a powerful tool to examine whole-genome gene expression levels in a fast, simple, and high-throughput manner [35]. Given the exploratory approach of the present study, the Clariom™ S Assay array was used as a transcriptomics platform. In fact, it covers well-annotated genes (> 22,100) and it was also the most cost-effective array.

Previous work on kidneys isolated from *TP53(+/+)* Hupki mice demonstrated that AAI significantly alters gene expression [29]. In the present study, AAI treatment modulated gene expression in *Trp53(+/+)*, *Trp53(+/-),* and *Trp53(-/-)* kidneys. The number of genes modulated by AAI was higher in *Trp53(-/-)* kidneys (i.e., 1365 genes) in comparison to both *Trp53(+/+)* (i.e., 1180 genes) and *Trp53(+/-)* (i.e., 342 genes) kidneys. Intersections between genotypes demonstrated that *Trp53(+/+)* and *Trp53(+/-)* kidneys; and *Trp53(+/-)* and *Trp53(-/-)* kidneys share similarities in terms of AAI-induced gene expression. Differences between genotypes demonstrated that a higher number of AAI-modulated genes differ between *Trp53(+/+)* and both *Trp53(+/-)* and *Trp53(-/-)* kidneys. 

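In *Trp53(+/-)* kidneys AAI moved the same genes in the same direction as in the other genotypes, by a smaller log2 change. Of the 1620 genes on any list, 1610 had the same sign in *Trp53(+/-)* as in *Trp53(+/+)* kidneys, and 1590 had the larger change in *Trp53(+/+)*. Each of these genes was on the *Trp53(+/+)* or *Trp53(-/-)* list and none on the *Trp53(+/-)* list alone. This choice favours a smaller change in *Trp53(+/-)* kidneys. Over these genes the slope of the *Trp53(+/-)* on the *Trp53(+/+)* effect was 0.508, against 0.965 for *Trp53(-/-)* on *Trp53(+/+)*, a comparison across genes, which are not independent replicates. For the 321 genes on all lists, the median size of the log2 change was 2.36 in *Trp53(+/+)*, 1.26 in *Trp53(+/-)* and 2.32 in *Trp53(-/-)* kidneys, and it was smallest in *Trp53(+/-)* for 300 of them. *Fgg*, the gene of fibrinogen gamma, rose by 3.73, 1.39 and 2.81, *Stat3*, a transcription factor of the acute phase, by 1.82, 0.71 and 1.36, and *Acox2*, a peroxisomal oxidase, changed by -2.95, -1.29 and -2.65. For these 3 the difference between *Trp53(+/+)* and *Trp53(+/-)* kidneys passed the interaction test (adjusted p = 0.00222, 0.00117 and 0.00222, limma), and with a batch term each call was kept in 1 of 5 assignments and lost in the others (median log2 differences 2.26 (1.72 to 3.23), 1.04 (0.59 to 1.54) and -1.51 (-2.97 to -0.88), lowest to highest in parentheses). Here the *Trp53(+/-)* AAI kidneys and their controls come from different cDNA batches. Set against the *Trp53(+/+)* controls of the same batch, the *Trp53(+/-)* AAI kidneys reached a median of 0.666 of the *Trp53(-/-)* effect over the 1368 genes of the *Trp53(-/-)* list, compared with 0.465 against their own controls and 0.946 for *Trp53(+/+)* kidneys. A batch term with *Trp53(+/+)* AAI replicate 1 in batch 2 turned the order round for *Cdkn1a*, with 33.5-fold in *Trp53(+/-)* against 16.0-fold in *Trp53(+/+)* kidneys. 

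**Figure D5:**
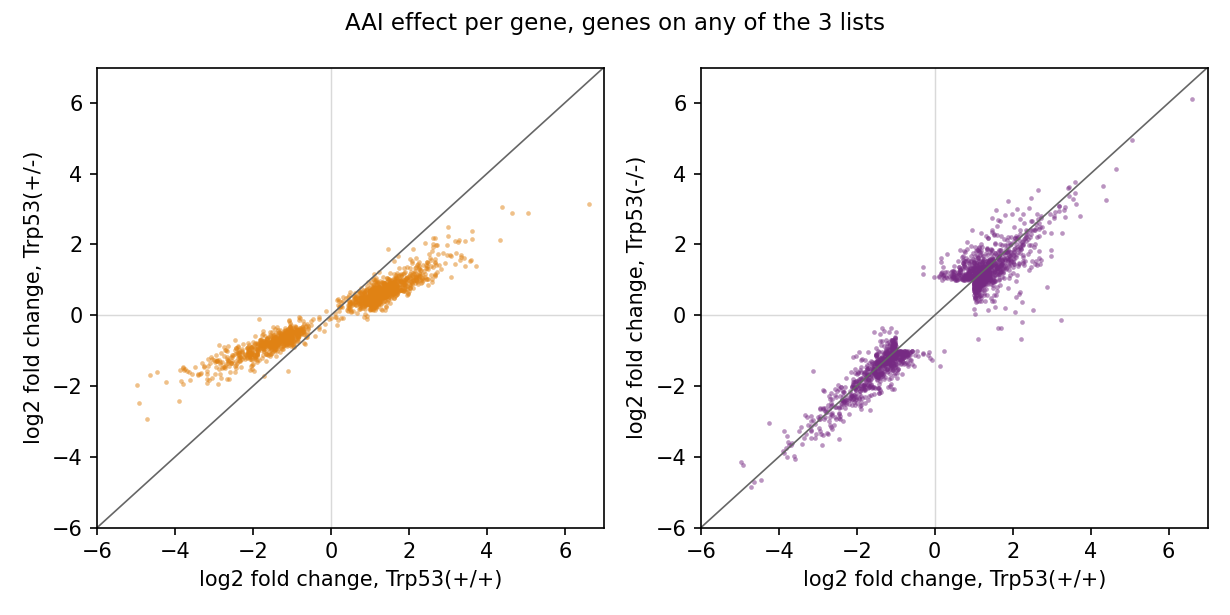
AAI effect per gene as log2 fold change for the genes on any of the 3 lists, with *Trp53(+/+)* kidneys on the horizontal axes and *Trp53(+/-)* (left) or *Trp53(-/-)* kidneys (right) on the vertical axes; the line marks equal effects. On the left the points follow a slope of 0.508, and on the right a slope of 0.965.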

The number of genes modulated by AAI in *Trp53(+/-)* kidneys was low; and the fold change in gene expression was lower in AAI-exposed *Trp53(+/-)* kidneys relative to both AAI-exposed *Trp53(+/+)* and *Trp53(-/-)* kidneys. Overall, these findings indicated that AA-induced gene expression profiles are *Trp53* genotype-dependent. PCA analysis and hierarchical clustering further confirmed these findings. Hierarchical clustering demonstrated that control *Trp53(+/+)* kidneys separate from *Trp53(+/-)* and *Trp53(-/-)* kidneys, indicating that their biological differences impact on gene expression. 

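Control *Trp53(+/+)* kidneys had lower levels of tubular injury markers than the other controls. Against *Trp53(-/-)* controls, the log2 difference was -1.81 for *Lcn2*, -1.39 for the adhesion receptor *Cd44* and -1.44 for *Bcl2a1d*, a survival gene of blood cells (adjusted p = 0.0121, 0.0415 and 0.00915, limma). In total 28 genes differed by at least 2-fold between *Trp53(+/+)* and *Trp53(-/-)* controls (6 higher, 22 lower in *Trp53(+/+)*), 13 between *Trp53(+/+)* and *Trp53(+/-)* controls (all lower in *Trp53(+/+)*) and none between *Trp53(+/-)* and *Trp53(-/-)* controls (1011 genes at an unadjusted p under 0.05 without a fold minimum). Of the 22 lower genes 9 are transcript clusters of the Y chromosome, 8 of them without a gene name, with differences of -2.05 to -1.27, and all 9 also rose with AAI in each genotype; 4 of them are among the 13. Tubular injury markers were lower in *Trp53(+/+)* than in *Trp53(-/-)* controls as a list (camera adjusted p = 4.63e-11, and 0.0253 with an estimated correlation), with 4 of 19 past the threshold (12 adjusted over the list alone). They were also lower than in *Trp53(+/-)* controls (2.47e-14, and 0.0119 with an estimated correlation), with 1 past the threshold (14 adjusted over the list alone). In the tree cut into 4 clusters, all 15 controls stayed in 1 cluster. The *Trp53(+/+)* controls alone were in batch 1, and a batch term left a median of 0 genes against *Trp53(-/-)* controls (0 to 41 over the 5 assignments) and of 0 against *Trp53(+/-)* controls (0 to 11). Centring within batches gave medians of 17 and 23, and for the 13 the arrays compared alone gave 26 and array weights 23. Single arrays moved the counts: the 28 became 56 without *Trp53(+/+)* water replicate 1, 18 without *Trp53(+/+)* water replicate 5 and 17 without *Trp53(-/-)* water replicate 4. The 13 became 38 without *Trp53(+/+)* water replicate 1, 8 without replicate 4, 2 without replicate 3 and 1 without replicate 5 of the same group, and 6, 4, 1 and 1 without *Trp53(+/-)* water replicates 2, 4, 1 and 5. In the paper, the sizes, intersections and differences of the gene lists and the lower fold changes in *Trp53(+/-)* kidneys are said to have indicated genotype-dependent profiles, and the separation of the *Trp53(+/+)* controls by clustering is put down to biological differences; its results call the separation by genotype not clear-cut.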

The separation between *Trp53(+/+)*, *Trp53(+/-),* and *Trp53(-/-)* kidneys was less pronounced in the AAI-treated group. However, most of the AAI-exposed *Trp53(-/-)* kidneys clustered together.

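The AAI-exposed *Trp53(-/-)* kidneys differed from the *Trp53(+/+)* ones in genes of cell division, among others. Cut into 4 clusters, the tree placed all 5 of them in 1 cluster with *Trp53(+/+)* AAI replicate 1. The 5 *Trp53(+/-)* AAI kidneys stood with 2 *Trp53(+/+)* AAI kidneys. The remaining 2 *Trp53(+/+)* AAI kidneys formed a cluster of their own. All *Trp53(-/-)* AAI kidneys were in batch 2, and replicate 1 may have been the *Trp53(+/+)* AAI array there. The first cluster therefore cannot be told apart from batch. Between *Trp53(+/+)* and *Trp53(-/-)* AAI kidneys 114 genes differed by at least 2-fold, 36 higher and 78 lower in *Trp53(+/+)*. Of 50 cell cycle genes 39 were lower in *Trp53(+/+)* than in *Trp53(-/-)* AAI kidneys and none was higher (47 adjusted over the list alone). Their camera adjusted p was 5.93e-51, and 0.00328 with an estimated correlation. In this comparison 31 of the 49 lists, those of the paper included, passed camera, 10 of them also with an estimated correlation. *Bub1*, a kinase of the spindle checkpoint, was lower by a log2 difference of -1.65 and *Mki67*, a marker of proliferation, by -1.75 (adjusted p = 0.00323 and 0.000658, limma). Of the *Trp53(+/+)* AAI kidneys 4 were in batch 1, and with a batch term these differences were medians of -1.26 (-2.97 to -0.80) and -1.53 (-2.74 to -1.10) over the 5 assignments, their calls kept in 1 and 2 of them. Between the controls the differences were -0.79 and -1.14 and did not pass (adjusted p = 0.251 and 0.0652), and the AAI effect was not shown to differ for either gene (0.695 and 0.771). For the list, camera passed in the controls (2.4e-12) and for the AAI effect (2.55e-17), and neither call was kept with an estimated correlation (adjusted p = 0.0746 and 0.144). Between *Trp53(+/-)* and *Trp53(-/-)* AAI kidneys 408 genes differed, and between *Trp53(+/+)* and *Trp53(+/-)* AAI kidneys 85. The latter was 138 without *Trp53(+/+)* AAI replicate 2, 55 without *Trp53(+/+)* AAI replicate 1, and 53 and 54 without *Trp53(+/-)* AAI replicates 1 and 3. It was 3 when only these 10 arrays were fitted, and centring each gene within its batch gave a median of 24 for *Trp53(+/+)* against *Trp53(-/-)*. All *Trp53(+/-)* AAI kidneys were in batch 1 and all *Trp53(-/-)* ones in batch 2. A batch term gave medians of 211 (23 to 627 over the 5 assignments) for *Trp53(+/-)* against *Trp53(-/-)*, 114 (7 to 162) for *Trp53(+/+)* against *Trp53(-/-)* and 78 (55 to 138) for *Trp53(+/+)* against *Trp53(+/-)* AAI kidneys. The last of these repeats the counts without each *Trp53(+/+)* AAI array in turn, since the term takes that array up.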

Pathway analysis on an individual and comparative basis for AAI-exposed *Trp53(+/+)*, *Trp53(+/-),* and *Trp53(-/-)* kidneys demonstrated that AAI affects certain biological processes. These can be broadly subdivided into the following categories: transcription, renal injury, secretion of xenobiotics, cell cycle, immune response, cell adhesion and development, tissue damage, cancer-related processes, and metabolism. Some of the observed genes (e.g., c-*Myc*) and pathways were also found in previous work on AAI-treated *TP53(+/+)* Hupki mice [29].

p21 (encoded by *Cdkn1a*) is a mediator of cell cycle arrest [36]. Pathway analysis demonstrated that *Cdkn1a* is upregulated in *Trp53(+/+)*, *Trp53(+/-),* and *Trp53(-/-)* kidneys. This is in line with previous findings showing upregulation of *Cdkn1a* in kidneys from AAI-treated *TP53(+/+)* Hupki mice [29]. Previous in vitro work in human proximal tubular epithelial HK-2 and hepatoma HepG2 cells demonstrated that AAI induces cell cycle arrest via p21 [37,38]. Moreover, the development of fibrosis in kidney proximal tubules is p21-dependent [39]. In the present study, the expression of *Cdkn1a* was highest in *Trp53(+/+)* kidneys. This was expected since *Trp53(+/+)* mice have the highest allelic dosage of p53 and p21 is a major target of p53 [36]. The finding could also indicate that *Trp53(+/+)* cells have the capacity to overcome AAI-induced damage by inducing cell cycle arrest.

The proto-oncogene c-*Myc* was also upregulated within the Hif-pathway, particularly in *Trp53(+/+)* and *Trp53(-/-)* kidneys. Previous work on AAI-exposed HCT116 cells of differing *TP53* genotypes and in *TP53(+/+)* Hupki mice demonstrated c-*MYC* upregulation [28,29]. Furthermore, c-*MYC* over-expression is typical of urothelial cancers [40,41,42].

Pathways related to renal damage were modulated by AAI in *Trp53(+/+)*, *Trp53(+/-),* and *Trp53(-/-)* mice. The obtained pathways were associated with Lupus nephritis, an autoimmune disease characterised by renal inflammation and glomerular damage [32]. However, a number of genes within these pathways are also relevant to AAI-induced renal injury. For example, *Ngal* (i.e., *Lcn2*) was significantly upregulated in *Trp53(+/+)*, *Trp53(+/-),* and *Trp53(-/-)* kidneys. NGAL is a protein that binds to iron and it is over-expressed in renal disease [43,44]. Previous work demonstrated that *Ngal* plays a role in nephritis by promoting inflammation and apoptosis [43]. *NGAL* is also over-expressed in human cancers [45]. In terms of AAI treatment, previous in vivo work demonstrated that *Ngal* can be used as a biomarker of exposure [46]. Moreover, *LCN2* was upregulated in AAI-exposed *TP53(+/+)* and *TP53(-/-)* HCT116 cells [28]. In respect to AAI-induced damage, it is noteworthy that AAI-DNA adducts formed in *Trp53(+/+)*, *Trp53(+/-),* and *Trp53(-/-)* kidneys at a similar level and *Trp53* status did not impact on AAI bioactivation [31]. In fact, pathways related to AAI bioactivation and AAI-induced DNA damage were not observed in the present study.

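Enzymes that reduce, oxidise or conjugate AAI did not move as a group. Of 15 measured genes of AAI activation and detoxication, 4 rose and 4 fell in *Trp53(+/+)*, 2 rose and 2 fell in *Trp53(+/-)*, and 3 rose and 5 fell in *Trp53(-/-)* kidneys (camera adjusted p = 0.618, 0.72 and 0.427). Adjusted over the list alone, 4 rose and 5 fell, 3 rose and 3 fell, and 3 rose and 5 fell. *Cyb5a*, the gene of cytochrome b5, had log2 changes of -1.49, -0.71 and -1.70 in *Trp53(+/+)*, *Trp53(+/-)* and *Trp53(-/-)* kidneys, and *Sult1c2*, a sulfotransferase, -2.04, -0.92 and -2.09. *Cyp1b1*, a cytochrome P450, rose by 1.37 in *Trp53(+/+)* and 1.03 in *Trp53(-/-)* kidneys. Over the list the AAI effect did not differ between *Trp53(+/+)* and *Trp53(-/-)* kidneys by camera (adjusted p = 0.496), and no member passed the interaction test (1 higher and 0 lower at an unadjusted p under 0.05).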

Inflammatory cells are a feature of AAN [47] and macrophages play an important role in AAN pathogenesis [48]. 

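Genes that draw in and mark macrophages rose in all genotypes. *Csf1*, the growth factor of macrophages, went from 5.66 ± 0.40 to 8.85 ± 1.05 in *Trp53(+/+)*, from 6.72 ± 0.25 to 8.83 ± 0.27 in *Trp53(+/-)* and from 6.64 ± 0.32 to 9.73 ± 0.59 in *Trp53(-/-)* kidneys (log2, SD, n = 5 each). *Cd44*, an adhesion receptor of immune cells and injured tubules, changed by 3.62, 2.39 and 3.15 on the log2 scale (adjusted p = 3.97e-10, 2.45e-05 and 6.54e-09, limma). *Ccl2*, a chemokine that recruits monocytes, rose by 2.25, 1.38 and 2.87, and its receptor *Ccr2* by 3.34, 1.69 and 2.76. For *Csf1* and *Cd44* every AAI array lay above every control of its genotype, and the interaction between *Trp53(+/+)* and *Trp53(-/-)* kidneys did not pass (adjusted p = 0.977 and 0.861). The interaction between *Trp53(+/+)* and *Trp53(+/-)* did not pass either (0.321 and 0.26).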

Cluster of differentiation 44 (*Cd44*) and colony-stimulating factor 1 (*Csf-1*) were upregulated in *Trp53(+/+)*, *Trp53(+/-),* and *Trp53(-/-)* kidneys. CD44 is a glycoprotein that is expressed on immune cells, whereas CSF-1 is a growth factor for macrophages; and both of these genes are upregulated in nephritis [49,50,51]. Moreover, a number of immune response pathways (e.g., alternative complement pathway) were significantly altered in *Trp53(+/+)*, *Trp53(+/-),* and *Trp53(-/-)* kidneys. Thus, indicating that AAI modulates the immune response.

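Complement genes moved in both directions, with rises ahead of falls. Of 23 measured complement genes 13 rose and 4 fell in *Trp53(+/+)*, 6 rose and 2 fell in *Trp53(+/-)*, and 12 rose and 4 fell in *Trp53(-/-)* kidneys (14 and 4, 10 and 2, and 14 and 4 adjusted over the list alone). *Cfp*, which encodes properdin of the alternative pathway, rose by 2.01, 1.00 and 1.70 on the log2 scale, and *Serping1*, the C1 inhibitor, by 1.70, 0.73 and 1.39. *C8a*, a part of the membrane attack complex, fell by 2.29, 1.02 and 2.04. As a list the complement genes had camera adjusted p = 0.000319, 0.000134 and 0.00385 (0.00893, 0.00539 and 0.0285 with an estimated correlation). Of the 3 measured complement genes that the paper's Table S4 names, 2 rose and 1 fell in each genotype, and this list is not independent of these kidneys.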

Transporters of the SLC22 family include organic cation transporters (OCTs) and OATs, whereas transporters of the SLCO family consist of organic anion transporting polypeptides (OATPs) [33,52]. The main function of OCTs, OATs, and OATPs is to absorb, excrete, and distribute xenobiotics in tissues (e.g., kidneys) [33,52]. 

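Transporters of organic ions in the proximal tubule lost most of their signal. *Slc22a6*, the main organic anion transporter, went from 10.82 ± 0.22 to 7.24 ± 0.59 in *Trp53(+/+)*, from 10.10 ± 0.09 to 8.43 ± 0.37 in *Trp53(+/-)* and from 9.97 ± 0.26 to 5.91 ± 0.53 in *Trp53(-/-)* kidneys (log2, SD, n = 5 each), 11.9-fold, 3.19-fold and 16.7-fold lower. *Slc22a8*, another organic anion transporter, fell by 2.92, 1.28 and 3.35 on the log2 scale, *Slc22a7* fell by 3.33, 1.62 and 2.81, and the cation transporter *Slc22a2* fell by 3.07, 1.19 and 3.07. For *Slc22a6* the fall in *Trp53(+/-)* kidneys was smaller than in *Trp53(+/+)* (adjusted p of the interaction = 0.00216, limma) and *Trp53(-/-)* kidneys (0.000108). With a batch term, taken as the median over its 5 assignments (lowest to highest), these log2 differences were -1.88 (-2.85 to -0.85) and 2.37 (1.51 to 3.17), from -1.90 and 2.39, and the calls were kept in 1 and 3 assignments and lost in the others. The call for *Slc22a8* in *Trp53(+/-)* kidneys was lost without *Trp53(+/-)* AAI replicate 5, its log2 change remaining within -1.35 to -1.11 without any 1 array.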

The following *Slc22* and *Slco* genes were downregulated in *Trp53(+/+)*, *Trp53(+/-),* and *Trp53(-/-)* kidneys: *Slc22a2* (i.e., *Oct2*), *Slc22a6* (i.e., *Oat1*), *Slc22a7* (i.e., *Oat2*), *Slc22a8* (i.e., *Oat3*), and *Slco1a1* (i.e., *Oatp1a1*) [33,52]. 

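*Slc17a1*, a sodium phosphate transporter of the brush border that also carries organic anions, had log2 changes of -2.07 in *Trp53(+/+)*, -1.06 in *Trp53(+/-)* and -2.02 in *Trp53(-/-)* kidneys (adjusted p = 2.58e-10, 0.000311 and 4.31e-10, limma). The fall was smaller in *Trp53(+/-)* than in *Trp53(+/+)* and *Trp53(-/-)* kidneys, with adjusted p of 0.0386 and 0.0451 for the interaction. With a batch term, taken as the median over its 5 assignments (lowest to highest), these log2 differences were -1.18 (-1.84 to 0.01) and 1.10 (0.11 to 1.65), from -1.01 and 0.96, and each call was kept in 1 assignment and lost in the others.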

Another OAT belonging to the SLC17 family (i.e., *Slc17a1*) [53] was also downregulated in the present study. OATs are located in the basolateral membrane of proximal tubules and transport drugs from the bloodstream into proximal tubular cells [15]. Previous in vitro and in vivo work demonstrated that OAT1, OAT2, and OAT3 modulate AAI uptake in proximal tubular cells, where AAI-induced damage occurs [54,55,56,57]. Interestingly, a study on AA-treated (10 and 20 mg/kg bw) rats showed a significant decrease in *Oat1*, *Oat3,* and *Oct2* levels in kidney [58]. The decrease in *Oat1* and *Oat3* expression could be explained by the fact that AAI decreased the uptake of OAT1- and OAT3-specific substrates (i.e., *p*-aminohippurate and estrone sulfate, respectively) in human epithelial kidney HEK-293 cells [55]. A reduction in *Oct2* expression could indicate that this transporter is unable to excrete AAI from proximal tubular cells [59]. Overall, these findings indicated that AAI affects the transport of ions within the kidney and damage of ion transporters potentially contributes to AAI-induced nephrotoxicity.

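Matrix and mesenchymal genes rose in all genotypes. *Vim*, the intermediate filament of mesenchymal cells, rose by 1.91 in *Trp53(+/+)*, 1.02 in *Trp53(+/-)* and 1.70 in *Trp53(-/-)* kidneys on the log2 scale, *Fn1*, the gene of fibronectin, by 3.44, 1.40 and 3.38, and *Col3a1*, a collagen of scar tissue, by 2.82, 1.31 and 2.36. *Lox*, which crosslinks collagen, rose by 3.09, 1.08 and 2.91, and *Thbs1*, an activator of latent TGF-β, by 2.72, 1.22 and 2.82. For *Fn1*, *Lox* and *Thbs1* the rise was smaller in *Trp53(+/-)* than in *Trp53(+/+)* kidneys (adjusted p of the interaction = 0.00289, 0.00289 and 0.00919, limma). With a batch term, taken as the median over its 5 assignments (lowest to highest), the log2 differences were 1.86 (1.18 to 2.76), 1.91 (1.34 to 2.93) and 1.67 (0.55 to 2.08), and the calls were kept in 1, 1 and 0 assignments and lost in the others. Of the 23 measured genes that Table S3 places in the regulation of EMT, 22 rose in *Trp53(+/+)*, 18 in *Trp53(+/-)* and 22 in *Trp53(-/-)* kidneys, and 1 fell in each. For the 8 EMT genes of Table S4, 7 rose and 1 fell, and its 9 genes of matrix remodelling all rose, in every genotype. These lists of the paper were drawn from the same kidneys, so their direction is given by their choice. The list of fibroblast and matrix genes fixed from textbook knowledge had median log2 changes of 1.52, 0.69 and 1.23 (camera adjusted p = 2.43e-30, 4.29e-29 and 1.13e-28; 0.00191, 0.000849 and 0.00193 with an estimated correlation).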

Transcriptomics analysis on *Trp53(+/+)*, *Trp53(+/-),* and *Trp53(-/-)* kidneys also indicated gene expression changes in pathways related to cell adhesion (e.g., regulation of EMT) and development (e.g., TGF-β-dependent induction of EMT). EMT is a process whereby biochemical changes allow for epithelial cells to acquire mesenchymal features, which include migration and many others [60]. EMT is a mechanism by which renal tubular cells induce the formation of fibrosis [61]. AAN is characterised by fibrosis [62], thus it could be postulated that AAI contributes to this phenomenon by inducing EMT. In fact, previous studies showed that AAI-induced upregulation of transforming growth factor β (TGF-β), which acts on EMT pathways, contributes to the formation of renal fibrosis in AAN [63,64,65].

It was of importance to explore AAI-induced gene expression changes unique to *Trp53(+/+)*, *Trp53(+/-),* and *Trp53(-/-)* kidneys.

Pathways related to the immune response, transcription of Hif-1 targets and regulation of EMT were significant for *Trp53(+/+)* kidneys. Two pathways related to apoptosis were significantly altered in *Trp53(+/+)* kidneys, namely the ceramides and lymphotoxin-β receptor (L-βR) signalling pathways. The former pathway induces apoptosis; whereas the latter pathway plays a role in lymphoid tissue development, chemokine release, apoptosis, and NF-κB (nuclear factor kappa-light-chain-enhancer of activated B cells) activation [66,67]. L-βR also mediates apoptosis in various cancer cells [68]. A number of genes were upregulated in both pathways in *Trp53(+/+)* kidneys. For example, the apoptotic protease activating factor 1 (*Apaf-1*) and transcription factor *c-Jun* were both upregulated in such tissues. 

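*Apaf1*, the scaffold that activates caspases in the apoptosome, rose by 1.55 on the log2 scale in *Trp53(+/+)*, 0.79 in *Trp53(+/-)* and 0.97 in *Trp53(-/-)* kidneys (adjusted p = 2.69e-07, 0.0109 and 0.000346, limma). *Jun*, a transcription factor of the stress response, rose by 1.59, 0.82 and 1.42. Neither was shown to differ between *Trp53(+/+)* and *Trp53(-/-)* kidneys (adjusted p of the interaction = 0.656 and 0.903) or between *Trp53(+/+)* and *Trp53(+/-)* kidneys (0.233 and 0.0694). Of 29 apoptosis genes 11 rose and 5 fell in *Trp53(+/+)*, 7 rose and 1 fell in *Trp53(+/-)*, and 9 rose and 3 fell in *Trp53(-/-)* kidneys (11 and 5, 8 and 1, and 9 and 3 adjusted over the list alone). As a list they passed camera in *Trp53(+/+)* and *Trp53(+/-)* kidneys (adjusted p = 0.036 and 0.00473, and 0.0361 and 0.00582 with an estimated correlation) and not in *Trp53(-/-)* kidneys (0.108), while the difference between *Trp53(+/+)* and *Trp53(-/-)* did not pass (0.458). *Tnfrsf10b*, a death receptor, rose by 1.36 and 0.83 in *Trp53(+/+)* and *Trp53(+/-)* kidneys and had 0.16 in *Trp53(-/-)* kidneys, a difference that passed the interaction test between *Trp53(+/+)* and *Trp53(-/-)* (0.00768). *Casp4*, a caspase of inflammation, rose by 1.26, 0.65 and 1.58.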

The former gene activates a caspase cascade as part of the L-βR pathway, whereas the latter gene is a member of the ceramides pathway [67,69]. Previous in vitro work demonstrated that AA induces the expression of TGF-β1 by activating the apoptotic c-Jun N-terminal kinase (JNK) pathway, of which *APAF-1* and *c-Jun* are key players [70]. Moreover, previous in vivo work showed that injury in AA-exposed *Trp53(+/+)* kidneys is driven by an apoptotic mechanism [71]. Several apoptosis-related genes were also modulated by AAI in kidneys of *TP53(+/+)* Hupki mice [29].

Only four genes (i.e., *Glipr*, *GluR3*, *Irt1*, *Rap-2b*) were unique for *Trp53(+/-)* kidneys, indicating that these tissues share most gene expression changes with both *Trp53(+/+)* and *Trp53(-/-)* tissues. Expression of *Rap-2b* was of significance in pathway analysis. As forementioned, *Rap-2b* is classified as an oncogene and it is over-expressed in cancers [34,72]. Previous work demonstrated that *Rap-2b* is a target of p53 and it counteracts p53-mediated apoptosis [72]. Moreover, *Rap-2b* can affect cytoskeleton reorganisation and cell migration [73,74]. Given the role of *Rap-2b* in transformation, it may be that upregulation of this gene contributes to AAI-induced carcinogenesis.

The highest number of unique genes was detected for *Trp53(-/-)* kidneys. Significant pathways were related to the cell cycle, antiapoptotic responses, cytoskeleton remodelling, immune response, DNA damage, metabolism, transport, cellular signalling, and transcription. Overall, indicating that AAI modulates transformation processes in *Trp53(-/-)* kidneys.

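Cell cycle genes rose in all genotypes, with the largest median in *Trp53(-/-)* kidneys. Of 50 cell cycle genes 38 rose in *Trp53(+/+)*, 20 in *Trp53(+/-)* and 47 in *Trp53(-/-)* kidneys, and none fell (42, 35 and 47 rose adjusted over the list alone, with 1 fall in *Trp53(+/+)*). Their median log2 changes were 0.83, 0.56 and 1.47. *Cdk2*, a kinase of the G1-S transition, had 0.83, 0.42 (adjusted p = 0.14) and 1.05. *Sgo1*, which protects centromeric cohesion and was not on the list, had 0.95, 0.51 (adjusted p = 0.124) and 2.40, a larger effect in *Trp53(-/-)* than in *Trp53(+/+)* kidneys (adjusted p of the interaction = 0.0104, limma). For *Cdk2* the AAI effect was not shown to differ between *Trp53(+/+)* and *Trp53(-/-)* kidneys (adjusted p = 0.875) or between *Trp53(+/-)* and *Trp53(-/-)* kidneys (0.18). Of the list none passed the interaction between *Trp53(+/+)* and *Trp53(-/-)* kidneys (20 lower and 0 higher in *Trp53(+/+)* at an unadjusted p under 0.05), and the list passed camera only at the preset correlation (adjusted p = 2.55e-17, and 0.144 with an estimated correlation).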

One of the genes that was upregulated as part of cell cycle-related processes in *Trp53(-/-)* kidneys was *Cdk2*. This is a regulator of the cell cycle, particularly in the G_1_-S transition. Its deregulation indicates a dysfunction in cell cycle regulation or DNA repair [75,76]. Previous in vitro studies demonstrated that AAI induces cell cycle arrest in the G_2_-M transition [37,77]. However, work on rodents showed that AAI-induced proliferation of urothelial cells is a consequence of cell cycle progression, specifically through an increase in Cdk4-cyclin D_1_ and Cdk2-cyclin E [78]. Cyclin E was also over-expressed in human urothelial cancer [79], thus indicating that these cell cycle members can contribute to malignancy.

DNA damage and repair pathways were also significantly altered in *Trp53(-/-)* kidneys. Upregulated genes in such pathways included the tumour suppressors *Brca1* (breast cancer susceptibility gene 1) and *Brca2*. 

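*Brca1*, which repairs double-strand breaks and rises in dividing cells, had log2 changes of 1.65 in *Trp53(-/-)*, 0.71 in *Trp53(+/+)* and 0.49 in *Trp53(+/-)* kidneys (adjusted p = 1.68e-08, 0.00339 and 0.117, limma). *Brca2* had 1.13, 0.81 and 0.26 (adjusted p = 7.27e-06, 0.000684 and 0.628). The effect on *Brca1* was larger in *Trp53(-/-)* than in *Trp53(+/-)* kidneys (adjusted p of the interaction = 0.0109; kept in 1 of 5 assignments of a batch term) and was not shown to differ from *Trp53(+/+)* kidneys (0.271), and neither interaction passed for *Brca2* (0.0561 and 0.807). Other genes of replication and repair moved with them in *Trp53(-/-)* kidneys, such as the clamp *Pcna*, with 1.37, and the ligase *Lig1*, with 1.34. Of 35 DNA repair genes 14 rose and 1 fell in *Trp53(-/-)*, 7 rose and 1 fell in *Trp53(+/+)*, and 2 rose in *Trp53(+/-)* kidneys (15 and 1, 6 and 1, and 0 and 0 adjusted over the list alone). The list passed camera at the preset correlation in *Trp53(-/-)* and *Trp53(+/-)* kidneys (adjusted p = 0.00169 and 0.0162) and not with an estimated correlation (adjusted p = 0.0738 and 0.169).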

Not only do these genes confer a susceptibility to breast and ovarian cancers, but they also play an important role in maintaining genomic stability by interacting with numerous regulators [80]. For example, BRCA1 and BRCA2 respond to DNA damage (e.g., double-strand breaks) by interacting with the repair protein RAD-51 [80,81]. Previous in vitro studies demonstrated the formation of double-strand breaks following AA exposure [82]. Our recent work also showed that expression of H2ax, a marker for double-strand breaks, is highest in AAI-exposed *Trp53(-/-)* kidneys [31]. Whole-exome sequencing revealed *BRCA2* mutations in urothelial cancers associated with AA exposure [83,84]. Furthermore, previous work showed that *BRCA1* can interact with DNA repair and cell cycle genes modulated by AAI [63]. It may be that *Brca* genes drive DNA repair pathways in response to AAI treatment. However, deregulation of *Brca* genes may also indicate a defect in DNA repair and malignant transformation.

Survival-related pathways were altered in *Trp53(-/-)* kidneys. The following members of the antiapoptotic Tnf/Nf-κb/Iap pathway were upregulated: *RelA* (i.e., subunit for *Nf-κb*), *Nf-κb*, *c-Iap2,* and *Survivin*. 

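Subunits of NF-κB and genes that hold back apoptosis rose in all genotypes, fewer of them passing in *Trp53(+/-)* kidneys. *Rela* had log2 changes of 1.13 in *Trp53(+/+)*, 0.64 in *Trp53(+/-)* and 1.31 in *Trp53(-/-)* kidneys, and *Nfkb2*, another subunit, 0.62, 0.55 and 0.58. *Birc3*, the gene of c-Iap2, had 0.95, 0.60 and 1.08, and *Birc5*, the gene of survivin, which also rises in dividing cells, 0.65, 0.55 and 1.22. In *Trp53(+/-)* kidneys the adjusted p were 0.0214 for *Nfkb2*, lost without AAI replicate 2, 4 or 5 or water replicate 3, 4 or 5 (log2 changes of 0.50 to 0.63), and 0.0373 for *Birc5*, lost without AAI replicate 2, 4 or 5 or water replicate 1 or 5 (0.42 to 0.63). In *Trp53(-/-)* kidneys the adjusted p were 2.12e-10 for *Rela*, 0.00462 for *Nfkb2*, 1.13e-06 for *Birc3* and 6.05e-07 for *Birc5* (limma), and no interaction between *Trp53(+/+)* and *Trp53(-/-)* kidneys passed (0.838, 0.981, 0.93 and 0.553). Of 30 NF-κB subunits and targets 20 rose and 1 fell in *Trp53(+/+)*, 13 rose and 1 fell in *Trp53(+/-)*, and 20 rose and 1 fell in *Trp53(-/-)* kidneys (21 and 1, 18 and 1, and 22 and 1 adjusted over the list alone). Of 16 anti-apoptotic genes 11, 6 and 10 rose in the same order, and 1 fell in *Trp53(-/-)* kidneys (11, 8 and 12 rose adjusted over the list alone). The AAI effect on neither list differed between *Trp53(+/+)* and *Trp53(-/-)* kidneys by camera (adjusted p = 0.382 and 0.756). The 4 measured genes that Table 2 gives for the NF-κB, anti-apoptosis and interferon maps (*Rela*, *Birc3*, *Birc5* and *Isg15*) all rose in *Trp53(-/-)* kidneys, and all but *Isg15* in the other genotypes, in a list chosen by the study on these samples.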

Inhibitor of apoptosis (IAP) proteins can inhibit caspases [85]. Moreover, their indirect interaction with TNF receptors can activate the pro-survival NF-κB pathway [85]. Previous in vivo work showed that *Nf-κb* and members of its pathway are upregulated in AAI-exposed kidneys [29]. NF-κB also plays a role in the inflammatory response associated with AAN [63]. Overall, these findings may indicate that a *Trp53(-/-)* genotype confers a survival advantage to AAI-exposed renal cells and/or an inflammatory response is initiated in injured *Trp53(-/-)* kidneys.

Renal fibrosis and chronic kidney disease are associated with changes in fatty acid oxidation (FAO), cytoskeletal remodelling, EMT, and inflammation [86,87]. A transition from acute to chronic inflammation is associated with a switch from glycolysis to FAO [88]. Glucose transporters (GLUT), which mediate glycolysis, are located in proximal tubular cells [89]. Previous in vivo work associated AA treatment with changes in lipid metabolism and FAO [58,90]. In the present study, *Glut1* was upregulated in *Trp53(-/-)* kidneys as part of the Sirtuin 6 pathway. 

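*Slc2a1*, the gene of the glucose transporter Glut1, had log2 changes of 0.88 in *Trp53(+/+)*, 0.59 in *Trp53(+/-)* and 1.09 in *Trp53(-/-)* kidneys (adjusted p = 6.66e-05, 0.0175 and 2.9e-06, limma). *Slc2a2*, the glucose transporter of the proximal tubule, went the other way, with -1.47, -0.69 (adjusted p = 0.0571) and -2.07. Glycolysis genes did not move as a group: of 20, 5 rose and 5 fell in *Trp53(+/+)*, 1 rose in *Trp53(+/-)*, and 6 rose and 6 fell in *Trp53(-/-)* kidneys (6 and 5, 1 and 0, and 6 and 6 adjusted over the list alone; camera adjusted p = 0.615, 0.937 and 0.427). *Pkm*, a pyruvate kinase, rose by 0.68 in *Trp53(+/+)* and 0.90 in *Trp53(-/-)* kidneys, whereas *Tpi1*, a glycolytic isomerase, changed by -0.80 and -1.19. The AAI effect on *Slc2a1* was not shown to differ between *Trp53(+/+)* and *Trp53(-/-)* kidneys (adjusted p of the interaction = 0.881) or between *Trp53(+/-)* and *Trp53(-/-)* kidneys (0.359). For *Slc2a1* the adjusted p in *Trp53(+/-)* kidneys was no longer under 0.05 without *Trp53(+/-)* water replicate 1 or 4 (log2 changes of 0.52 to 0.65).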

Sirtuin proteins regulate both glucose and lipid metabolism; and act on switching the two forms of metabolism [88,91]. Given that p53 plays a role in glucose metabolism by downregulating the expression of glucose transporters (e.g., *GLUT1*, *GLUT4*) [92], it may be that a *Trp53(-/-)* genotype confers a deregulation in *Glut1* expression and drives glycolysis. This phenomenon may potentially drive an acute inflammatory response in *Trp53(-/-)* kidneys.

## 4. Materials and Methods

### 4.1. Carcinogen

Aristolochic acid I (CAS Number: 10190-99-5; AAI; as sodium salt) was isolated as previously reported [93].

### 4.2. Maintenance of Trp53(+/+), Trp53(+/-), and Trp53(-/-) Mice

*Trp53(+/+)*, *Trp53(+/-),* and *Trp53(-/-)* C57BL/6 mice were generated as previously reported [4] and kindly provided by Mirjam Luijten from the National Institute for Public Health and the Environment (RIVM), Bilthoven, The Netherlands [94,95]. *Trp53(+/-)* and *Trp53(-/-)* mice carry a neomycin cassette that replaces exons 2 and 6 of the *Trp53* gene, thus eliminating the synthesis of p53 protein [96,97]. *Trp53(-/-)* mice are viable and their initial development is normal; however, they develop tumours (mostly lymphomas) at 3–6 months of age [96,97]. *Trp53(+/-)* mice develop sarcomas at approximately 18 months of age [96,98]. More information about the *Trp53^tm1Tyj^* mouse strain can be found at www.jax.org/strain/002101. All animal experiments were carried out at King’s College London under licence (Reference number X24D82DFF) in accordance with the Animal (Scientific Procedures) Act (1986), as amended by EU Directive 2010/63/EU, and with local ethical approval. Mice were bred at the Biological Services Unit at King’s College London by a *Trp53(+/-)* × *Trp53(+/-)* strategy to maintain the colony and produce *Trp53(+/+)*, *Trp53(+/-),* and *Trp53(-/-)* mice for experiments. All mice were maintained under controlled pathogen-free conditions with food and water ad libitum and 12 h light/dark cycle.

*Trp53* genotype was determined in mouse pups by PCR prior to experiments. Ear biopsies were taken from mice at 2–3 weeks of age and DNA was extracted as previously described [99]. PCR was performed according to the manufacturer’s instructions by using a 2X REDTaq ReadyMix PCR Reaction Mix with MgCl_2_ (Sigma-Aldrich, St. Louis, MO, USA). Primers and PCR reaction conditions for an Eppendorf Mastercycler are described in Supplementary Table S5. PCR products were run on a 2% UltraPure agarose gel (Supplementary Figure S21). DNA from *Trp53(+/+)* and *Trp53(-/-)* mice resulted in one band of 321 and 110 bp, respectively; whereas DNA from *Trp53(+/-)* mice resulted in two bands, one at 321 bp and the other at 110 bp.

### 4.3. Treatment of Trp53(+/+), Trp53(+/-), and Trp53(-/-) Mice with AAI

*Trp53(+/+)*, *Trp53(+/-),* and *Trp53(-/-)* male mice (9–11 weeks of age; *n* = 5/group) were treated with 3.5 mg/kg bw AAI by intraperitoneal (i.p.) injection daily for six days (Figure 1b) on the basis of a previously established protocol to study experimental AAN [100]. The dose to inject per mouse was determined by weighing the mice one day in advance or on the first day of the experimental protocol. Control mice (*n* = 5/group) were injected with water only. Mice were euthanised 24 h after the last treatment using a rising concentration of CO_2_; and kidneys were collected, snap frozen in liquid nitrogen, and stored at ‒80 °C for further analysis.

### 4.4. Microarray

Total RNA was isolated by a modified method based on both TRIzol^®^ (Thermo Fisher Scientific, Waltham, MA, USA) and RNeasy Mini Kit (QIAGEN, Venlo, The Netherlands) protocols. A portion of tissue (15–35 mg) was placed in a tube containing a steel bead and 1 ml of TRIzol^®^. The tissue was homogenised twice with a TissueLyser II at 25 Hz for 2 min and it was placed at room temperature for 5 min. Following the addition of 200 µL of chloroform, it was centrifuged at 4 °C at 13,000 rpm (5424R, Eppendorf™, Hamburg, Germany) for 20 min. The top layer was transferred to a tube and mixed with 350 µL of 70% ethanol. The sample was transferred to a RNeasy Mini Spin column and subsequent RNA isolation steps were performed according to the manufacturer’s instructions. On-column DNase digestion with an RNase-Free DNase Set (QIAGEN) was also performed according to the manufacturer’s instructions. The concentration and purity (260/280 ratio of 2) of the RNA was measured with a NanoDrop™ 2000 Spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). An aliquot of RNA was used to measure the integrity of the RNA as described below. Total RNA was stored at ‒80 °C before performing microarray analysis.

The integrity of the total RNA was determined with the Agilent RNA 6000 Nano Kit (Agilent Technologies, Santa Clara, CA, USA) according to the manufacturer’s instructions. Total RNA was diluted to a concentration in the range of 25‒500 ng/µL with RNase-free water. The prepared Nano chip was vortexed with an IKA vortex mixer (Applied Biosystems™, Waltham, MA, USA) for 1 min at 2400 rpm and analysed with the Agilent 2100 Bioanalyzer System. The RNA samples selected for subsequent microarray analysis had the following properties: a 260/280 purity ratio of 2, a concentration of > 200 ng/µL, and an RNA integrity number (RIN) of ≥ 7.

Microarray analysis was conducted at the Genomics Centre at King’s College London and performed on total RNA isolated from *Trp53(+/+)*, *Trp53(+/-),* and *Trp53(-/-)* mouse kidneys exposed to water (control) or AAI for six days (*n* = 5/group). Total RNA (50 ng) was converted and amplified into cDNA with the Ovation^®^ Pico WTA System V2 Kit (NuGEN, Redwood City, CA, USA) before hybridisation onto an array. A GeneChip™ Poly-A RNA Control (Thermo Fisher Scientific) was used as an amplification control. In brief, the aforementioned kit utilises single primer isothermal amplification (SPIA^®^) technology to generate cDNA according to the manufacturer’s instructions. The SPIA^®^ cDNA was subjected to quality control (QC) with the Agilent RNA 6000 Nano Kit and quantified with a NanoDrop™ 2000 Spectrophotometer. The SPIA^®^ cDNA was fragmented and biotin-labelled with the Encore^®^ Biotin Module (NuGen) according to the manufacturer’s instructions. To assess fragmentation size (< 200 nucleotides), the resulting cDNA was subjected to a further round of QC with the Agilent RNA 6000 Nano Kit. Note that cDNA synthesis was performed on two separate occasions, one with a batch of 14 samples (i.e., batch #1) and another with a batch of 16 samples (i.e., batch #2). Hybridisation cocktails using the fragmented and biotin-labelled cDNA were prepared according to NuGen’s recommendations for mouse Clariom™ S Assay (Thermo Fisher Scientific) arrays. The Clariom™ S Assay allows to investigate the gene expression levels from > 20,000 well-annotated genes. Hybridisation took place at 45 °C for 16‒20 h at 60 rpm in a GeneChip™ Hybridization Oven 645 (Thermo Fisher Scientific). The arrays were washed and stained on a GeneChip™ Fluidics Station 450 (Thermo Fisher Scientific) by using a recommended fluidics protocol (FS450_0007, Affymetrix, Santa Clara, CA, USA). The arrays were scanned with the GeneChip™ Scanner 3000 7G (Thermo Fisher Scientific).

### 4.5. Microarray Data Analysis

The data files were QC checked by using the Transcriptome Analysis Console (TAC) software (Thermo Fisher Scientific). This was performed by using standard metrics and guidelines for the microarray system. The data was normalised using the Robust Multi-array Average (RMA) sketch algorithm. The RMA normalised data were analysed visually with the Qlucore Omics Explorer software. Gene lists were created in Qlucore Omics Explorer according to the biological question taken into consideration and by taking the following parameters into account: *p*-value (*p*) < 0.05 and fold change cut-off ± 2. Statistical analyses in Qlucore Omics Explorer were based on an analysis of variance (ANOVA) test. The false discovery rate (FDR) was kept to approximately 15% and batch effects were also eliminated. Pathway analysis was carried out with the MetaCore™ software (Clarivate Analytics, Philadelphia, PA, USA), particularly using the “Enrichment analysis in Pathway Maps” and “Compare Experiments Workflow” tools. Pathway significance was set to *p* < 0.05. The MetaCore™ pathway analysis software was utilised as it is manually curated; and it provides > 1.7 million molecular interactions, > 1600 pathway maps, and > 230,000 gene-disease associations. Further information on pathway maps obtained from MetaCore™ is shown in Supplementary Figure S22.

The gene expression data discussed in this publication have been deposited in and are accessible through the accession number GSE136276.

## 5. Conclusions

Microarray analysis on AAI-exposed *Trp53(+/+)*, *Trp53(+/-),* and *Trp53(-/-)* kidneys revealed treatment-dependent changes in gene expression and several biological pathways. For example, the impact of AAI treatment on the immune response, cell cycle arrest and ion transport within the kidney were shown by changes in the expression of *Cdkn1a*, c-*Myc*, *Ngal,* and *Slc* genes. Pathways related to apoptosis were significantly modulated in *Trp53(+/+)* kidneys, potentially indicating a protective effect in response to AAI treatment. The significant modulation of the *Rap-2b* gene in *Trp53(+/-)* kidneys suggests a transformative mechanism of AAI. A number of genes (e.g., *Cdk2*, *Brca1/2*, *Nf-κb*, *Glut*) involved in cell cycle, DNA damage or repair, and inflammation were modulated in *Trp53(-/-)* kidneys. This indicated the potential ways in which renal injury is induced or driven in such tissue. Overall, the findings presented in this study provided novel insights into the ways in which p53 impacts on AAI-related nephrotoxicity and carcinogenesis in vivo.

## Figures and Tables

**Figure 1:**
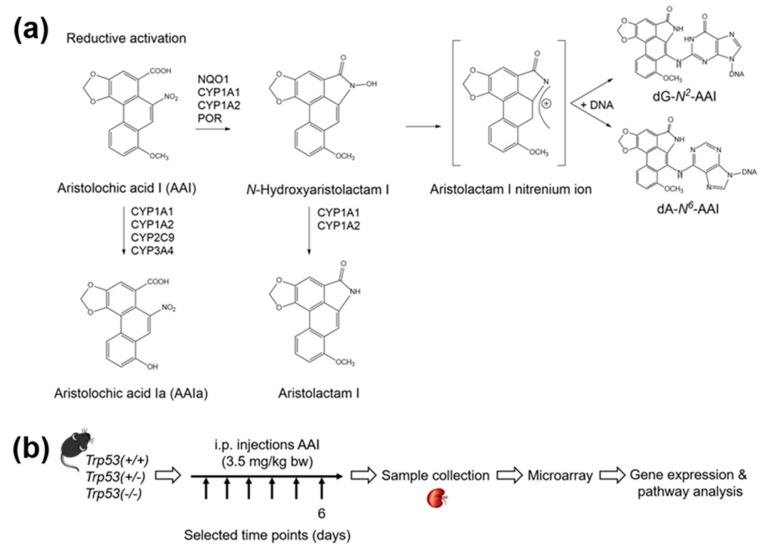
(**a**) Metabolic activation and detoxication pathways of aristolochic acid I (AAI). CYP: Cytochrome P450; dA-*N^6^*-AAI: 7-(deoxyadenosin-*N^6^*-yl)aristolactam I; dG-*N^2^*-AAI: 7-(deoxyguanosin-*N^2^*-yl)aristolactam I; NQO: NAD(P)H:quinone oxidoreductase; POR: NADPH:cytochrome P450 oxidoreductase. (**b**) Schematic representation of experimental design. *Trp53(+/+)*, *Trp53(+/-),* and *Trp53(-/-)* mice (*n* = 5/group) were treated with 3.5 mg/kg body weight (bw) AAI by intraperitoneal injection (i.p.) daily for 6 days. Controls were injected with water only. Kidneys were collected after six days of AAI treatment. The Clariom™ S Assay was used as a microarray platform. Gene expression and pathway analysis were conducted with Qlucore Omics Explorer and MetaCore™ software, respectively.

**Figure 2:**
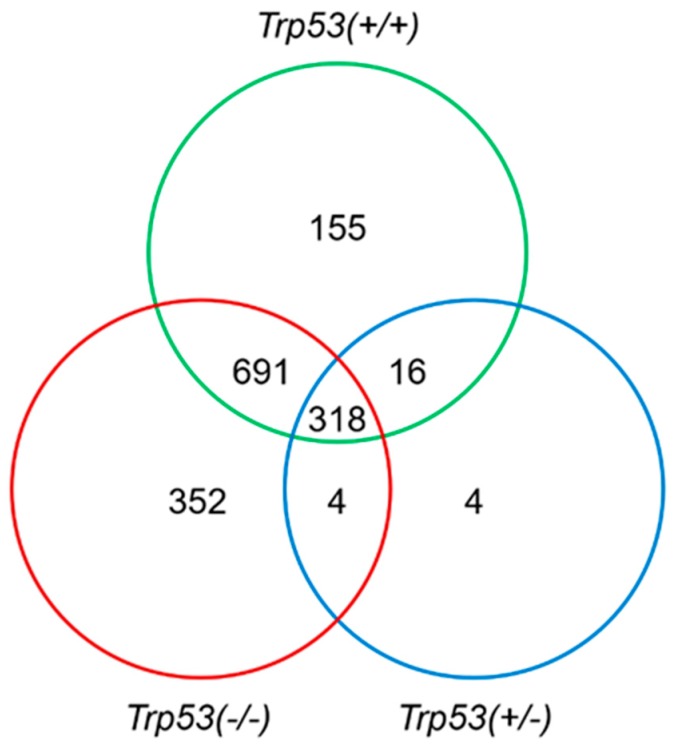
Gene content comparison for AAI-exposed *Trp53(+/+)*, *Trp53(+/-),* and *Trp53(-/-)* kidneys. Venn diagrams show genes whose expression was significantly altered (*p* < 0.05; fold change ± 2).

**Figure 3:**
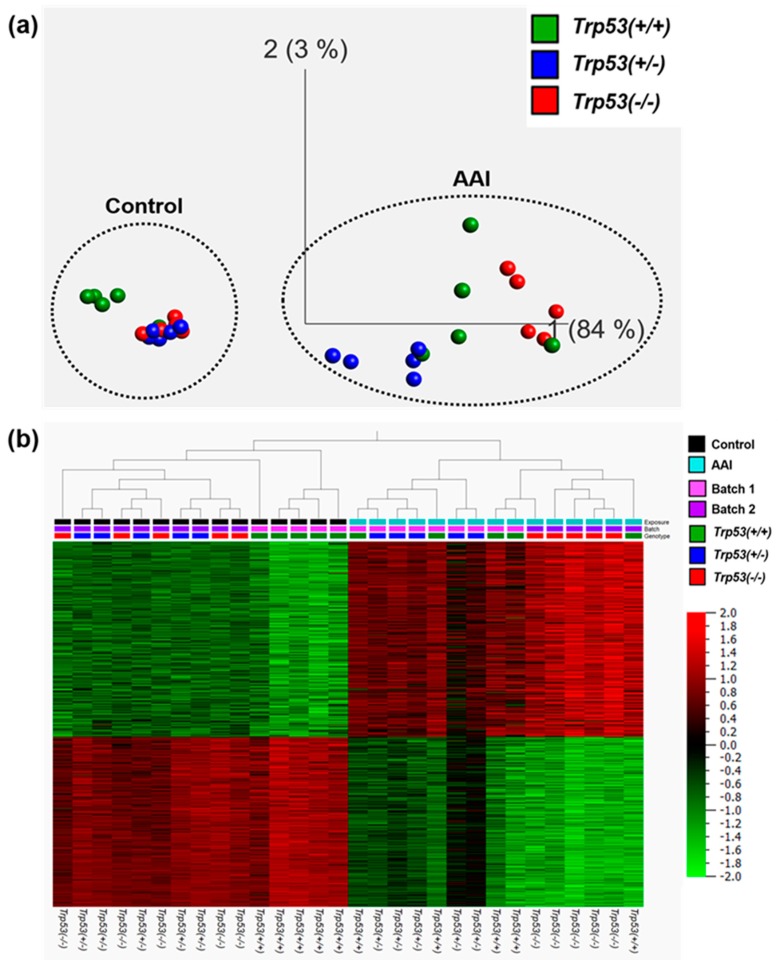
The impact of *Trp53* genotype on AAI-induced gene expression in vivo. (**a**) Principle component analysis (PCA) and (**b**) hierarchical clustering of significantly altered (*p* < 0.05; fold change ± 2) genes in kidneys of *Trp53(+/+)*, *Trp53(+/-),* and *Trp53(-/-)* mice. The heat map colours are based on gene expression (ordered in a decreasing manner for the AAI group), with red being upregulated and green being downregulated. Batches #1 and #2 indicate grouping of samples during cDNA synthesis.

**Figure 4:**
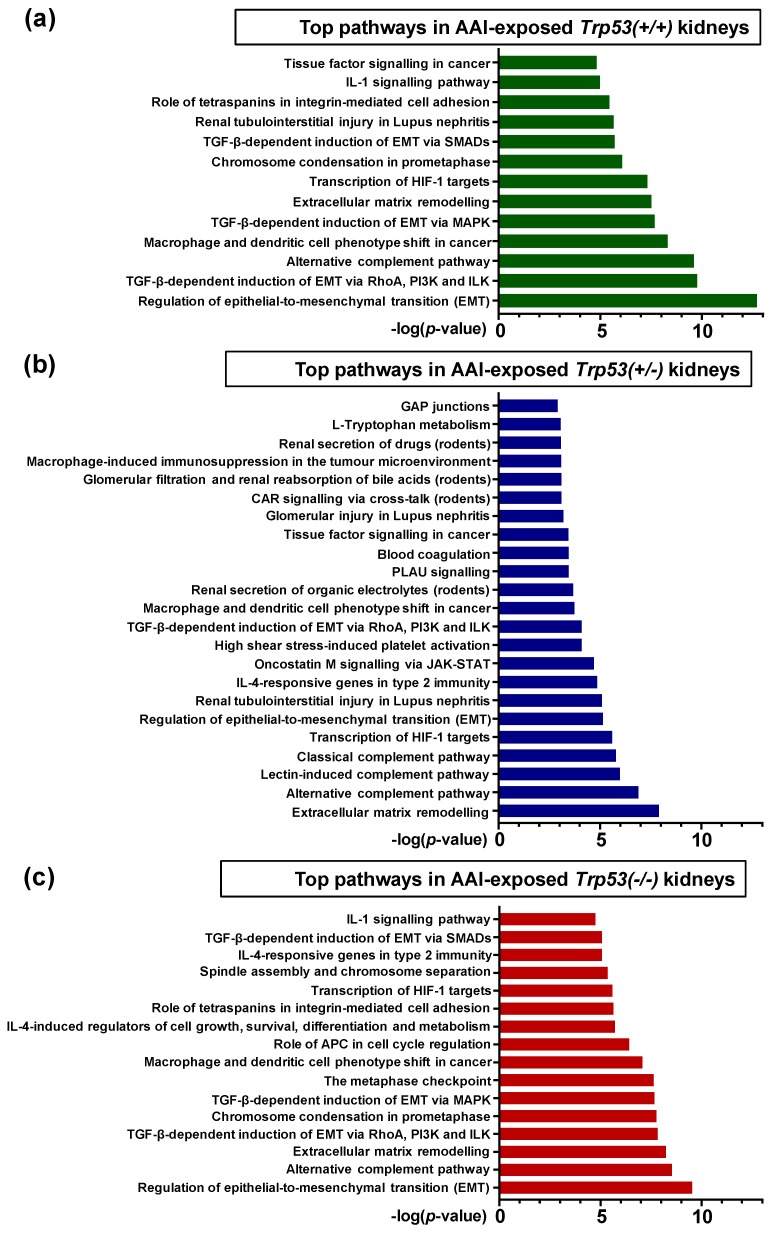
Top (**a**) 13, (**b**) 23, and (**c**) 16 pathways in AAI-exposed *Trp53(+/+)*, *Trp53(+/-),* and *Trp53(-/-)* kidneys, respectively. The significance of the pathways are shown by the -log(*p*-value). Relevant pathways were selected out of top 50 pathways (*p* < 0.05). A brief pathway description, statistical significance (*p*-value and FDR), and the number of genes found within the pathway, including a list of these, are shown in Table S3. Analysis was carried out with MetaCore™.

**Figure 5:**
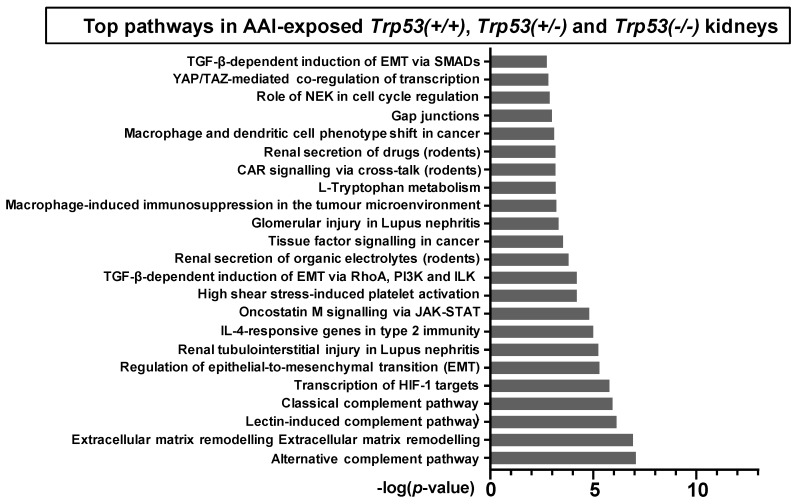
Top 23 pathways for genes in common for AAI-exposed *Trp53(+/+)*, *Trp53(+/-),* and *Trp53(-/-)* kidneys. The significance of the pathways are shown by the -log(*p*-value). Relevant pathways were selected out of top 50 pathways (*p* < 0.05). A brief pathway description, statistical significance (*p*-value and FDR), and the number of genes found within the pathway, including a list of these, are shown in Table S4. Analysis was carried out with MetaCore™.

**Figure 6:**
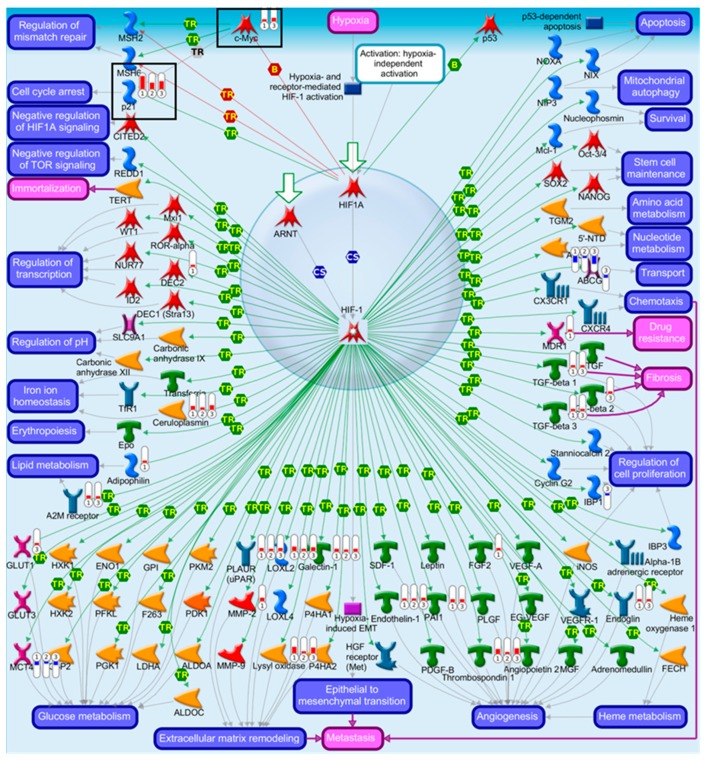
Map of transcription of HIF-1 targets. Significantly altered (*p* < 0.05; fold change ± 2) genes for AAI-exposed *Trp53(+/+)*, *Trp53(+/-),* and *Trp53(-/-)* mouse kidneys were compared in MetaCore™. The enriched pathway (Ninth out of top 50; *p* < 0.05) shows upregulated (thermometer-like symbols in red) and downregulated (thermometer-like symbols in blue) genes. Numbers indicate genotype: ① *Trp53(+/+)*, ② *Trp53(+/-),* and ③ *Trp53(-/-)*. Black boxes indicate genes of interest. For detailed legend see Figure S22. Abbreviation: HIF-1: hypoxia-inducible factor 1.

**Figure 7:**
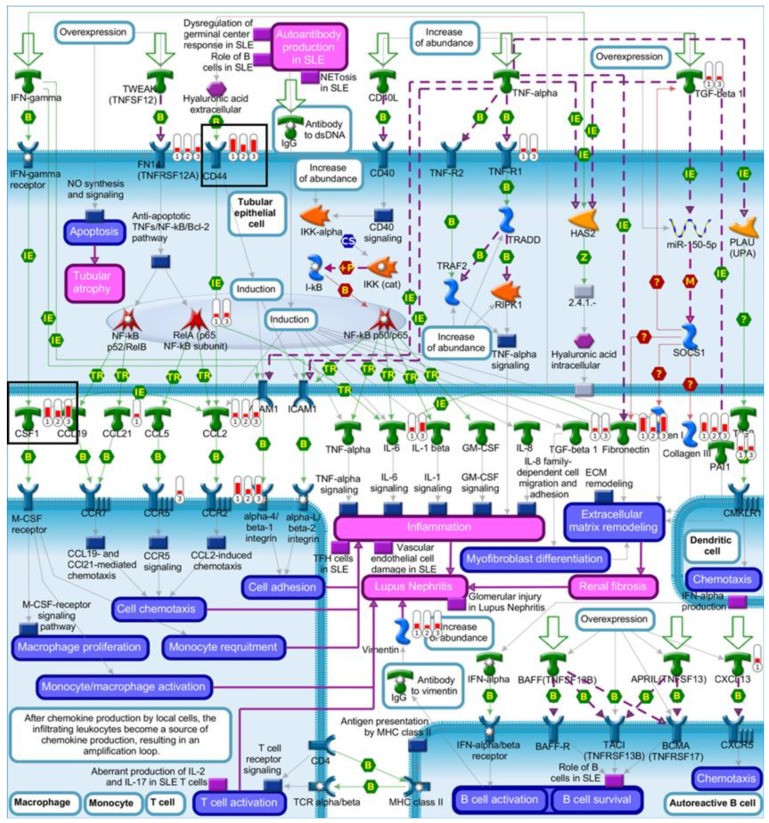
Map of renal tubulointerstitial injury in Lupus nephritis. Significantly altered (*p* < 0.05; fold change ± 2) genes for AAI-exposed *Trp53(+/+)*, *Trp53(+/-),* and *Trp53(-/-)* mouse kidneys were compared in MetaCore™. The enriched pathway (Twelfth out of top 50; *p* < 0.05) shows upregulated (thermometer-like symbols in red) genes. Numbers indicate genotype: ① *Trp53(+/+)*, ② *Trp53(+/-),* and ③ *Trp53(-/-)*. Black boxes indicate genes of interest. For detailed legend see Figure S22.

**Figure 8:**
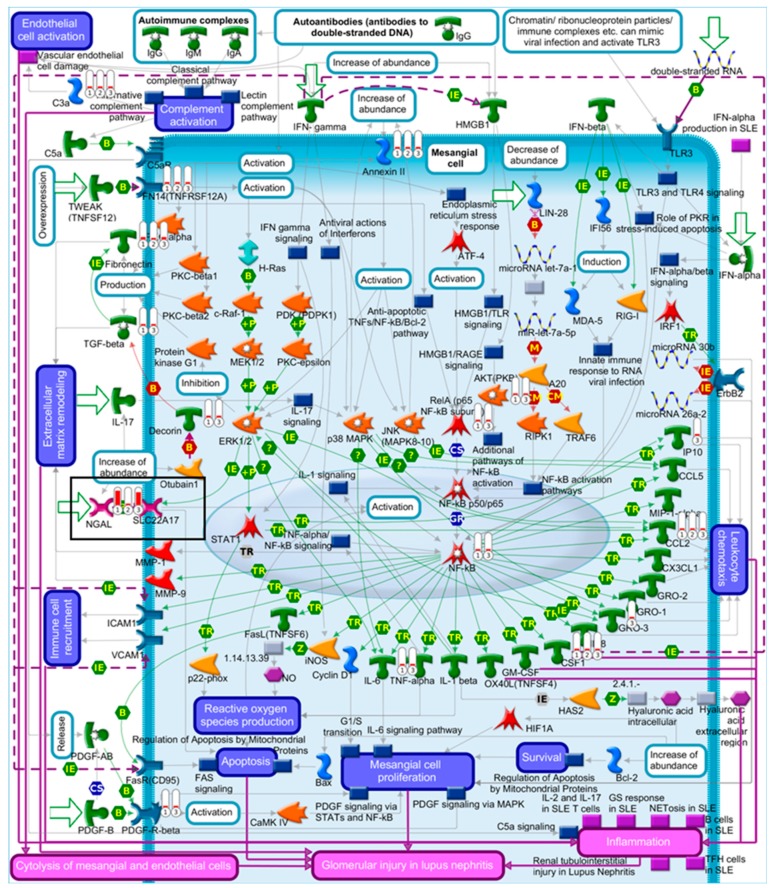
Map of glomerular injury in Lupus nephritis. Significantly altered (*p* < 0.05; fold change ± 2) genes for AAI-exposed *Trp53(+/+)*, *Trp53(+/-),* and *Trp53(-/-)* mouse kidneys were compared in MetaCore™. The enriched pathway (Twenty-ninth out of top 50; *p* < 0.05) shows upregulated (thermometer-like symbols in red) genes. Numbers indicate genotype: ① *Trp53(+/+)*, ② *Trp53(+/-),* and ③ *Trp53(-/-)*. Black boxes indicate genes of interest. For detailed legend see Figure S22.

**Figure 9:**
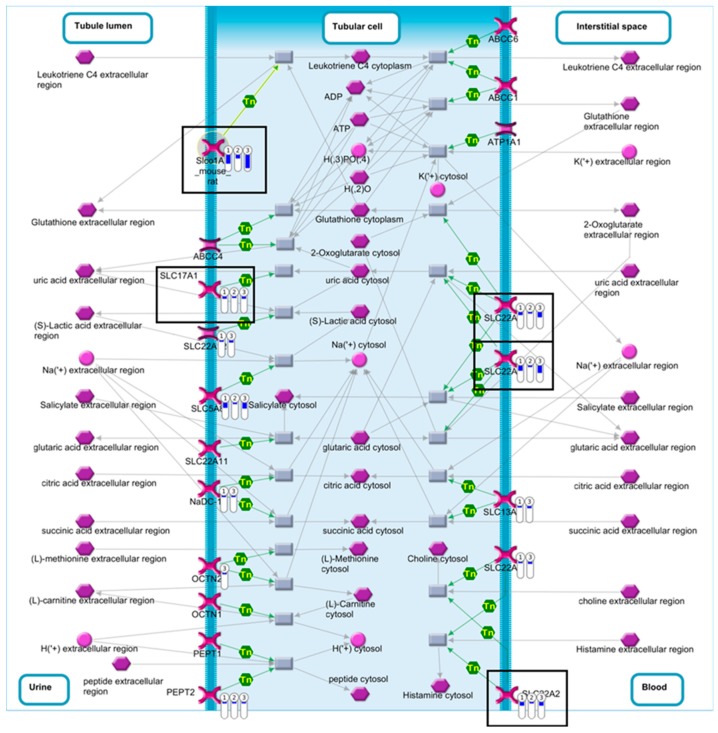
Map of renal secretion of organic electrolytes in rodents. Significantly altered (*p* < 0.05; fold change ± 2) genes for AAI-exposed *Trp53(+/+)*, *Trp53(+/-),* and *Trp53(-/-)* mouse kidneys were compared in MetaCore™. The enriched pathway (Twenty-fourth out of top 50; *p* < 0.05) shows downregulated (thermometer-like symbols in blue) genes. Numbers indicate genotype: ① *Trp53(+/+)*, ② *Trp53(+/-),* and ③ *Trp53(-/-)*. Black boxes indicate genes of interest. For detailed legend see Figure S22.

**Table 1:** Relevant pathways modulated in AAI-exposed *Trp53(+/+)*, *Trp53(+/-,)* and *Trp53(-/-)* kidneys. A brief pathway description, statistical significance (*p*-value and FDR), and the number of genes found within the pathway, including a list of these, are shown. Analysis was carried out with MetaCore™. Abbreviation: FDR: False discovery rate.

Pathway	*p*-Value	FDR	No. Genes	List of Genes from MetaCore™
Transcription of HIF-1 targets	1.67 × 10^−6^	1.43 × 10^−4^	10	*Galectin-1, PLAUR (uPAR), Ceruloplasmin, Lysyl oxidase, p21, MCT4, Endothelin-1, Thrombospondin 1, LOXL2, AK3*
Renal tubulointerstitial injury in Lupus nephritis	5.80 × 10^−6^	3.74 × 10^−4^	8	*CSF1, CD44, CCL2, Fibronectin, Vimentin, FN14(TNFRSF12A), CCR2, Collagen III*
Glomerular injury in Lupus nephritis	4.88 × 10^−4^	1.24 × 10^−2^	7	*CSF1, CCL2, Fibronectin, C3a, NGAL, Annexin II, FN14(TNFRSF12A)*
Renal secretion of organic electrolytes (rodents)	1.62 × 10^−4^	5.22 × 10^−3^	7	*SLC17A1, SLC22A2, SLC22A8, Slco1a1, SLC5A8, SLC22A6, PEPT2*

**Table 2:** Top 17, 3, and 22 pathways for genes unique to AAI-exposed *Trp53(+/+)*, *Trp53(+/-),* and *Trp53(-/-)* kidneys. Relevant pathways were selected out of top 50 (or 4 for *Trp53(+/-)* kidneys) pathways (*p* < 0.05). The rank indicates the position of the pathway within the top 50 (or 4). A brief pathway description, statistical significance (*p*-value and FDR) and the number of genes found within the pathway, including a list of these, are shown. Analysis was carried out with MetaCore™. Abbreviation: FDR: False discovery rate.

ID	Rank	Pathway	*p*-Value	FDR	No. Genes	List of Genes from MetaCore™
***Trp53(+/+)***						
1	2	GTP metabolism	2.44 × 10^−6^	9.90 × 10^−4^	6	*GUCY1B1, GUCY1A3, GUCY1A2, Guanylate cyclase beta, Guanylate Cyclase 1, soluble, Guanylate cyclase alpha*
2	4	IL-5 signalling via PI3K, MAPK and NF-kB	1.82 × 10^−5^	3.69 × 10^−3^	6	*AP-1, c-Jun, Calpastatin, PI3K reg class IA (p85), MMP-2, Fc gamma RII alpha*
3	7	CCL2 signalling	4.35 × 10^−5^	5.05 × 10^−3^	5	*AP-1, c-Jun, ZO-1, PI3K reg class IA (p85), MMP-2*
4	15	Ceramides signalling pathway	1.96 × 10^−4^	1.03 × 10^−2^	4	*c-Jun, PI3K reg class IA (p85-alpha), PI3K reg class IA (p85), Cathepsin D*
5	18	Lymphotoxin-β receptor signalling	2.38 × 10^−4^	1.07 × 10^−2^	4	*Apaf-1, c-Jun, CXCL13, CCL21*
6	21	TNF-R2 signalling pathways	3.11 × 10^−4^	1.20 × 10^−2^	4	*AP-1, c-Jun, PI3K reg class IA (p85), PI3K reg class IA*
7	23	PTMs in IL-17-induced CIKS-independent signalling pathways	3.39 × 10^−4^	1.20 × 10^−2^	4	*AP-1, c-Jun, PI3K reg class IA (p85), PI3K reg class IA*
8	24	TGF-β-dependent induction of epithelial-to-mesenchymal transition (EMT) via MAPK	3.69 × 10^−4^	1.25 × 10^−2^	4	*ITGB1, AP-1, c-Jun, MMP-2*
9	25	FGF2-dependent induction of EMT	3.89 × 10^−4^	1.26 × 10^−2^	3	*FGF2, AP-1, PI3K reg class IA (p85)*
10	26	PEDF signalling	4.33 × 10^−4^	1.35 × 10^−2^	4	*SOD2, Fra-2, PI3K reg class IA, NGF*
11	31	IL-4 signalling pathway	6.02 × 10^−4^	1.51 × 10^−2^	5	*AP-1, c-Jun, Fra-2, PI3K reg class IA (p85-alpha), c-Jun/Fra-2*
12	32	HSP60 and HSP70/TLR signalling pathway	6.29 × 10^−4^	1.51 × 10^−2^	4	*AP-1, c-Jun, CD14, HSP60*
13	34	Transcription of HIF-1 targets	6.31 × 10^−4^	1.51 × 10^−2^	5	*FGF2, MDR1, Adipophilin, MMP-2, DEC2*
14	37	TLR5, TLR7, TLR8 and TLR9 signalling pathways	7.72 × 10^−4^	1.70 × 10^−2^	4	*AP-1, c-Jun, PI3K reg class IA (p85), TLR8*
15	42	Adenosine A1 receptor signalling pathway	1.06 × 10^−3^	1.98 × 10^−2^	4	*SFK, PI3K reg class IA (p85), MMP-2, ADA*
16	45	IL-18 signalling	1.13 × 10^−3^	1.98 × 10^−2^	4	*AP-1, c-Jun, PI3K reg class IA (p85-alpha), PI3K reg class IA*
17	48	Regulation of EMT	1.20 × 10^−3^	1.98 × 10^−2^	4	*FGF2, c-Jun, ZO-1, MMP-2*
***Trp53(+/-)***						
1	1	RAP2B regulation pathway	6.07 × 10^−4^	2.43 × 10^−3^	1	*RAP-2B*
2	3	Regulation of cyclic AMP levels by ACM	3.90 × 10^−3^	4.08 × 10^−3^	1	*RAP-2B*
3	4	β-adrenergic receptor-induced regulation of ERK	4.08 × 10^−3^	4.08 × 10^−3^	1	*RAP-2B*
***Trp53(-/-)***						
1	1	The metaphase checkpoint	1.42 × 10^−7^	1.36 × 10^−4^	8	*INCENP, CDCA1, CDC20, Rod, CENP-F, MAD2a, Survivin, CENP-H*
2	2	Spindle assembly and chromosome separation	1.90 × 10^−5^	9.05 × 10^−3^	6	*KNSL1, Importin (karyopherin)-alpha, CDC20, TPX2, MAD2a, Importin (karyopherin)-beta*
3	4	dCTP/dUTP metabolism	2.87 × 10^−4^	6.85 × 10^−2^	7	*POLE1, Small RR subunit, RRM1, POLA2, Ribonucleotide reductase, RRM2, POLA1*
4	6	Transition and termination of DNA replication	8.36 × 10^−4^	1.10 × 10^−1^	4	*PCNA, Brca1, DNA ligase I, CDK2*
5	7	Anti-apoptotic TNFs/NF-kB/IAP pathway	1.13 × 10^−3^	1.10 × 10^−1^	4	*RelA (p65 NF-kB subunit), NF-kB, Survivin, c-IAP2*
6	8	Regulation of actin cytoskeleton nucleation and polymerization by Rho GTPases	1.15 × 10^−3^	1.10 × 10^−1^	5	*F-Actin cytoskeleton, FMNL1, mDIA2(DIAPH3), DRF, Actin cytoskeletal*
7	9	IFN-α/β signalling via PI3K and NF-kB pathways	1.22 × 10^−3^	1.10 × 10^−1^	7	*PCNA, b-Myb, RelA (p65 NF-kB subunit), NF-kB, p107, CDK2, ISG15*
8	10	dATP/dITP metabolism	1.22 × 10^−3^	1.10 × 10^−1^	7	*POLE1, Small RR subunit, RRM1, POLA2, Ribonucleotide reductase, RRM2, POLA1*
9	13	Nucleocytoplasmic transport of CDK/cyclins	1.63 × 10^−3^	1.15 × 10^−1^	3	*Importin (karyopherin)-alpha, CDK2, Karyopherin beta 1*
10	14	Role of BRCA1 and BRCA2 in DNA repair	1.69 × 10^−3^	1.15 × 10^−1^	4	*PCNA, Brca1, Rad51, Brca2*
11	16	ATM/ATR regulation of G1/S checkpoint	2.16 × 10^−3^	1.15 × 10^−1^	4	*PCNA, Brca1, NF-kB, CDK2*
12	17	Role of APC in cell cycle regulation	2.16 × 10^−3^	1.15 × 10^−1^	4	*CDC20, MAD2a, Emi1, CDK2*
13	18	Start of DNA replication in early S phase	2.16 × 10^−3^	1.15 × 10^−1^	4	*ASK (Dbf4), MCM4, CDC7, CDK2*
14	24	RAN regulation pathway	3.46 × 10^−3^	1.32 × 10^−1^	3	*RanBP1, Importin (karyopherin)-alpha, Importin (karyopherin)-beta*
15	25	RAC1 in cellular process	3.71 × 10^−3^	1.32 × 10^−1^	4	*F-Actin cytoskeleton, gp91-phox, Actin cytoskeletal, PARD6*
16	29	IL-9 signalling pathway	4.34 × 10^−3^	1.32 × 10^−1^	5	*IL-2R gamma chain, Scinderin, mTOR, Eotaxin, CCL7*
17	30	Macropinocytosis regulation by growth factors	4.65 × 10^−3^	1.32 × 10^−1^	5	*AMPK beta subunit, Leptin receptor, AMPK alpha subunit, PDE3B, Actin cytoskeletal*
18	31	Inhibition of telomerase activity and cellular senescence	4.72 × 10^−3^	1.32 × 10^−1^	3	*Brca1, p107, CDK2*
19	36	Sirtuin 6 regulation and functions	4.98 × 10^−3^	1.32 × 10^−1^	5	*AMPK beta subunit, AMPK alpha subunit, RelA (p65 NF-kB subunit), c-IAP2, GLUT1*
20	45	ChREBP regulation pathway	7.05 × 10^−3^	1.46 × 10^−1^	3	*AMPK beta subunit, AMPK alpha subunit, Acyl-CoA synthetase*
21	46	CDC42 in cellular processes	7.05 × 10^−3^	1.46 × 10^−1^	3	*F-Actin cytoskeleton, Actin cytoskeletal, PARD6*
22	50	Leptin signalling via PI3K-dependent pathway	8.76 × 10^−3^	1.64 × 10^−1^	4	*AMPK beta subunit, Leptin receptor, AMPK alpha subunit, PDE3B*

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/20/24/6155/s1.

## Abbreviations

AAI	aristolochic acid I
AAN	aristolochic acid nephropathy
BEN	Balkan endemic nephropathy
*BRCA*	breast cancer susceptibility gene
bw	body weight
CDK	cyclin-dependent kinase
CYP	cytochrome P450
EMT	epithelial-to-mesenchymal transition
FDR	false discovery rate
GLUT	glucose transporter
HIF-1	hypoxia-inducible factor 1
Hupki	human *TP53* knock-in
i.p.	intraperitoneal
NF-κB	nuclear factor kappa-light-chain-enhancer of activated B cells
NGAL or LCN2	neutrophil gelatinase-associated lipocalin
NQO	NAD(P)H:quinone oxidoreductase
OAT	organic anion transporter
*p*	*p*-value
p21^Cip1/Waf1^ or CDKN1A	cyclin-dependent kinase inhibitor 1a
p53	tumour protein p53
QC	quality control
SLC	solute carrier
*TP53*	tumour protein 53 gene (human)
*Trp53*	tumour protein 53 gene (mouse)

How the deposited data were processed for this re-analysis (not part of the article)

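The deposited table holds 1 log2 signal per transcript cluster for 30 Clariom S mouse arrays, which the authors made with Robust Multi-array Average in the Transcriptome Analysis Console, for which the paper's text names no version. Background subtraction and normalization between arrays were therefore already done. The values ran from 1.92 to 14.04, and all 30 arrays were used, 5 for each of 6 groups (*Trp53(+/+)*, *Trp53(+/-)* and *Trp53(-/-)* mice given AAI or water).

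Transcript clusters were named through the Entrez numbers of the platform table, which gave 19572 clusters a symbol and left 2634 without one here. Where clusters shared a symbol the one with the highest mean was kept, and 22139 were tested. R 4.3.3 with limma 3.58.1 and statmod 1.5.0 fitted 1 mean per group with 24 residual degrees of freedom and an empirical Bayes prior of 7.21 degrees of freedom. Contrasts were AAI against water in each genotype, the differences of these effects between genotypes (the interaction), and the genotypes against each other within AAI and within water kidneys. All p-values of genes are from limma, two-sided, with Benjamini-Hochberg adjustment over all genes of a contrast.

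The paper filtered in Qlucore Omics Explorer with the batch effect eliminated and analysed pathways in MetaCore. Its thresholds were repeated here, but MetaCore maps were not rerun, and gene lists were tested with camera in their place. The 49 lists name 1006 genes, of which 918 were measured. Principal components and clusters used the genes on any list, scaled to a variance of 1, and group scores were compared with exact permutation tests.

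Genes are named by a rule set in advance. It takes every gene that the paper names for these kidneys in its text or tables, the 10 largest increases and the 10 largest decreases among called genes in each genotype with every AAI array on the same side of every water array, the 10 genes with the smallest adjusted p under 0.05 in each interaction, and up to 4 members per gene list with the largest change in any genotype. These were 233 genes in all, and the values printed in the paper's tables had been seen. Names of the paper that match no symbol are not reported. The level of Trp53 itself was not analysed here.

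The alternatives were arrays fitted per comparison, dim probes left out, quantile normalization again, arrays centred on their medians, a trended and robust prior, array weights, the replicate number as a block, a batch term or centring within batches under 5 assignments, all transcript clusters, other thresholds, the plain test of the methods, *Trp53(+/+)* controls for *Trp53(+/-)* AAI kidneys, and each array left out in turn. Replicate numbers do not pair the arrays across groups (median correlation of -0.006 over 75 pairs). The fit was tested on simulated data with 50 changed genes per size. It recovered 46 at a log2 change of 1.2 and 50 at 3 for AAI against water, with 0 false calls, and 45 and 50 for the interaction between *Trp53(+/+)* and *Trp53(-/-)*, with 12 false calls. The simulated values had independent noise and no batch effect. For the interaction more genes were called in them than the 23 of the kidneys, which makes the adjusted threshold less strict. Recovery of interactions in the kidneys may therefore be lower.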

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

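The tests of p53 target genes, of the *Trp53(+/-)* response against controls of its own batch, of RNA from AAI kidneys in control samples, of batch on disjoint arrays and of the same genes in *Trp53(+/+)* kidneys were chosen only after the result was seen.

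In 5 of 84 groups of 5 arrays an array stood far from the rest. Chance does so in about 1 in 20 groups if the groups are independent, and 3 of the 5 are in 1 array. The gap to the nearest array over the range of the group was 0.863 for *Cdkn1a*, 0.803 for *Eda2r* and 0.784 for *Slco1a1*, all in *Trp53(+/+)* AAI replicate 1. It was 0.786 for *Eda2r* in *Trp53(+/+)* water replicate 4, at 3.61 against 4.28 to 4.47, and 0.798 for the lowest score of a *Trp53(+/-)* AAI array on the second principal component, replicate 4 at -13.3. The level of *Eda2r* in *Trp53(+/+)* AAI replicate 1 was 7.87 against 6.34 to 6.64 in the other 4.

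The AAI effect differed between *Trp53(+/+)* and *Trp53(+/-)* kidneys for 408 genes. The log2 difference was -1.66 for *Acox2*, 1.32 for *Armcx3*, 2.34 for *Fgg*, -1.49 for *Hsd3b5*, 3.48 for *Lcn2*, -1.94 for *Slc17a3*, -1.90 for *Slc22a6*, -3.00 for *Slc7a13*, 1.10 for *Stat3* and 1.47 for *Tmem45a*. Without *Trp53(+/+)* AAI replicate 1 and *Trp53(+/-)* AAI replicates 1 and 3 in turn, 237, 247 and 248 genes passed. Between *Trp53(+/-)* and *Trp53(-/-)* kidneys 571 genes differed (364 without *Trp53(+/-)* AAI replicate 3), with 2.10 for *Ces2e*, 2.12 for *Cubn*, 2.19 for *Cyp2j13*, 1.57 for *Hsd3b5*, -1.89 for *Sgo1*, 2.25 for *Slc17a3*, 1.31 for *Slc22a12*, 2.39 for *Slc22a6*, 1.80 for *Slc27a2* and 1.87 for *Sucnr1*. With a batch term these counts had medians of 0 (0 to 282) and 59 (7 to 418).

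Between *Trp53(+/+)* and *Trp53(-/-)* kidneys the AAI effect differed for 23 genes, with log2 differences of 3.38 for *1700007K13Rik*, 1.11 for *Arap2*, 2.00 for *Ccng1*, 2.88 for *Ces2e*, 2.07 for *Cox6b2*, 2.37 for *Eda2r*, 1.60 for *Mdm2*, 2.05 for *Olfr1318*, 2.42 for *Trp53inp1* and 1.97 for *Zfp365*. With a batch term 22 of the 23 stayed past the threshold under each of the 5 assignments and 21 under all of them. That term rests on the 1 *Trp53(+/+)* AAI array in batch 2, so it argues only against a shift carried by that array. The other *Trp53(+/+)* kidneys were in batch 1 and all *Trp53(-/-)* kidneys in batch 2. A batch effect on the size of the AAI changes was therefore not tested. Of the 23 genes 9 are p53 targets of the list, where 0.0384 were expected from 37 measured (Fisher's exact test, p = 2.85e-20). A loss of p53-dependent transcription in *Trp53(-/-)* kidneys would give such a surplus. The test treats the genes as independent draws from the 22139 tested, so its p does not measure the spread between mice. As a hypothesis found and tested on the same data, a part of the AAI response may need p53 while most of it does not. Litter and age of the genotypes were not tested.

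Fewer genes changed in *Trp53(+/-)* than in *Trp53(+/+)* kidneys, though 1208 against 1183 with a batch term and *Trp53(+/+)* AAI replicate 1 in batch 2, and there batch and treatment are the same split. Over genes with little AAI effect in *Trp53(-/-)* kidneys, the slope of the *Trp53(+/-)* AAI minus water difference on the *Trp53(+/+)* minus *Trp53(-/-)* water difference was -0.301 (-0.337 to -0.248 without 1 array, -0.245 to -0.159 with genes chosen on other water arrays), where a shift between batches alone would give a positive one, but the AAI effect of *Trp53(+/+)* kidneys on these genes also had a slope below 0 (-0.345 to -0.232 with other *Trp53(+/+)* water arrays, -0.324 to -0.288 at the median without 1 AAI array), so a response to AAI could hide such a shift. The multiple with variances between disjoint arrays was -0.940 (-1.65 to -0.582 without 1 array), but its 2 terms correlate at -0.801 and single *Trp53(+/+)* AAI arrays gave -0.286 to 1.03, so it does not decide. Against the same *Trp53(+/+)* controls, *Trp53(+/-)* AAI kidneys gave 0.630 of the calls of *Trp53(+/+)* AAI kidneys (0.592 to 0.715 without 1 AAI array). A smaller response and a batch effect cannot be told apart, since batch and treatment are the same split in *Trp53(+/-)* kidneys.

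*Trp53(+/+)* and *Trp53(-/-)* controls differed for 142 genes at an adjusted p under 0.05. Over 48 of them, chosen for a small AAI effect in *Trp53(-/-)* kidneys only, the *Trp53(+/-)* AAI minus water difference, which crosses the same batches, was a median of -0.351 times the control difference (-0.391 to -0.313 with genes chosen on other water arrays), and 3 went in its direction. The AAI effect of *Trp53(+/+)* kidneys on these genes was -0.987 to -0.683 times the control difference with other *Trp53(+/+)* water arrays, so they respond to AAI and neither this ratio nor the multiple on disjoint arrays, -0.940, decides between batch and genotype. RNA of AAI kidneys in the control samples, as the only source of the difference, would need 1 share for all genes. Genes raised 2- to 4-fold needed 11.3% (quartiles 6.63 to 16.2) and genes raised at least 8-fold 3.79% (2.36 to 5.04), which argues against it as the only source. A batch shift could also part these shares, and the genes were chosen on the same *Trp53(-/-)* water arrays. Such RNA beside a batch shift is therefore not excluded. Batch and genotype cannot be told apart, as all *Trp53(+/+)* controls were in batch 1 and all *Trp53(-/-)* controls in batch 2, and age, litter and housing were not tested.

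Other splits of the same arrays were fitted, 100 for each comparison with the real one included. In 10 of the 12 comparisons only the real split gave a result as large. AAI against water gave 1331 genes in *Trp53(+/+)* (highest other 0), 338 in *Trp53(+/-)* (5) and 1365 in *Trp53(-/-)* (0). The interaction gave 331 between *Trp53(+/+)* and *Trp53(+/-)* (1) and 725 between *Trp53(+/-)* and *Trp53(-/-)* (4). Water gave 26 for *Trp53(+/+)* against *Trp53(+/-)* (0) and 36 against *Trp53(-/-)* (5), and AAI gave 3 for *Trp53(+/+)* against *Trp53(+/-)* (1), 96 against *Trp53(-/-)* (14) and 402 for *Trp53(+/-)* against *Trp53(-/-)* (1). In each of these 1 of 100 splits was as large, the smallest share possible and under the limit set in advance. Other splits mix arrays of the groups compared, which widens the spread and lowers their counts. Outside the interactions the share argues against a chance split without excluding it, and it does not separate treatment or genotype from batch. For the interaction between *Trp53(+/+)* and *Trp53(-/-)* it was 2 of 100, with 16 genes in the real split and 915 in the highest other. That split nearly exchanges the AAI kidneys of the genotypes, keeping 1 AAI array and all 5 water arrays of the first. Its contrast is then close to the difference between the genotypes over both treatments, which goes with batch. Such differences enter the other splits of every interaction, so these splits do not decide whether an interaction is due to chance. For *Trp53(+/-)* against *Trp53(-/-)* water, all 100 splits gave at least the 0 genes of the real one (highest other 1), so chance is not excluded.

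Gene lists for which the paper's main text gives no result as a group moved with AAI against water; it discusses fatty acid oxidation from earlier work, and Table 2 names an interferon map. In *Trp53(+/+)* kidneys the median log2 change was 0.78 for endothelial markers, -0.71 for fatty acid oxidation and peroxisome genes, -0.46 for oxidative phosphorylation, 0.88 for immediate early genes, -2.86 for androgen-dependent kidney genes and -0.61 for cholesterol synthesis. In *Trp53(+/-)* kidneys it was -0.49 for fatty acid oxidation, -1.05 for gluconeogenesis, -0.25 for oxidative phosphorylation, 0.34 for immediate early genes, -1.34 for androgen-dependent genes and -0.25 for cholesterol synthesis. In *Trp53(-/-)* kidneys it was 0.65 for endothelial markers, -0.77 for fatty acid oxidation, -1.88 for gluconeogenesis, 0.75 for interferon response genes, 0.58 for immediate early genes and -2.64 for androgen-dependent genes.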

How the results depend on the processing

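The fits without *Trp53(+/+)* AAI replicate 1 on all transcript clusters, and of the 10 *Trp53(+/+)* arrays with a batch term, were chosen only after the result was seen. No called value changed its sign, with the batch assignments taken at their median. Under single assignments some called interactions did. That of *Slco1a1* between *Trp53(+/-)* and *Trp53(-/-)* kidneys, 1.92 without a batch term, was -0.49 at its lowest. That of *Miox* between *Trp53(+/+)* and *Trp53(+/-)* kidneys, -1.79 without the term, was 0.25 at its highest. With *Trp53(+/+)* AAI replicate 1 in batch 2, however, a batch term gave 1208 genes in *Trp53(+/-)* against 1183 in *Trp53(+/+)* kidneys at the paper's thresholds, and 33.5-fold against 16.0-fold for *Cdkn1a*, which turns their order round. The replicate number as a block left all 16 counts within 1.5 times their value. Without a minimum fold, 6036, 1625 and 5847 genes passed in *Trp53(+/+)*, *Trp53(+/-)* and *Trp53(-/-)* kidneys. With a batch term, 16 genes changed with AAI in *Trp53(+/-)* (with 358 on the list at the paper's thresholds and 9.36-fold for *Lcn2*), the AAI effect differed for 0 genes between *Trp53(+/+)* and *Trp53(+/-)* and 59 between *Trp53(+/-)* and *Trp53(-/-)*, 0 differed between *Trp53(+/+)* and either other control, and 211 between *Trp53(+/-)* and *Trp53(-/-)* AAI kidneys. Centring within batches gave medians of 317 for the interaction between *Trp53(+/-)* and *Trp53(-/-)*, 23 and 17 between *Trp53(+/+)* and the *Trp53(+/-)* and *Trp53(-/-)* controls, and 24 between *Trp53(+/+)* and *Trp53(-/-)* AAI kidneys. Against *Trp53(+/+)* water, *Trp53(+/-)* AAI kidneys gave 842 called genes, a list of 843 and 715 genes common to the 3 lists. For the interaction between *Trp53(+/+)* and *Trp53(-/-)*, quantile normalization again gave 39 and a trended and robust prior 35. Between *Trp53(+/+)* and *Trp53(+/-)* controls the arrays compared alone gave 26 and array weights 23, and between their AAI kidneys the arrays alone gave 3. The first component over all genes held 23.5%. Without 1 array, the interaction between *Trp53(+/+)* and *Trp53(+/-)* ran from 237 to 581 and that between *Trp53(+/-)* and *Trp53(-/-)* from 364 to 669. Between *Trp53(+/+)* and *Trp53(+/-)* controls it ran from 1 to 38, between *Trp53(+/+)* and *Trp53(-/-)* controls from 17 to 56 and between *Trp53(+/+)* and *Trp53(+/-)* AAI kidneys from 53 to 138. The cause was not tested for these. With an estimated correlation 240 list results were the same and 54 no longer passed. For named genes a batch term left 550 the same and 174 no longer past the threshold. At a log2 change of 1.2, the smallest simulated, 46 of 50 were recovered for AAI against water in *Trp53(+/+)* kidneys. How far the number of arrays or the probe background limits smaller changes was not tested.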

Differences from the paper's values

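Fits on all transcript clusters without *Trp53(+/+)* AAI replicate 1, and on the 10 *Trp53(+/+)* arrays with a batch term, were chosen only after the values were seen.

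The *Trp53(+/+)* list alone held 233 genes, against the paper's 155, at the paper's thresholds. Of the alternatives set before the data were examined, leaving out dim probes gave 218, the *Trp53(+/+)* controls for *Trp53(+/-)* AAI kidneys 173 and leaving out *Trp53(+/+)* AAI replicate 1 155, none of which differs by more than 1.5 times. The same holds without *Trp53(+/+)* water replicates 3 (220) and 5 (217), *Trp53(+/-)* AAI replicates 1 (227), 3 (232) and 4 (231), *Trp53(+/-)* water replicates 1 (228), 3 (231) and 5 (232), *Trp53(-/-)* AAI replicates 4 (225) and 5 (215) and *Trp53(-/-)* water replicates 3 (227) and 5 (222). A count of 232 is within this limit and 233 is not, so these small changes do not account for the gap to 155. The value still differed with the arrays of each comparison alone, quantile normalization again, arrays centred on their medians, a trended and robust prior, array weights, the replicate block, all transcript clusters and the test of the methods (233 to 253), and without each other array (233 to 292). It also differed at the median over the 5 assignments of a batch term, 253, and was 99 with *Trp53(+/+)* AAI replicate 1 in batch 2 and 241 to 291 with another array there. Centring within batches gave a median of 242 (224 to 245), which is within 1.5 times with *Trp53(+/+)* AAI replicate 1 in batch 2 only (224).

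The *Trp53(+/-)* list alone held 0 genes, against the paper's 4. Leaving out *Trp53(+/+)* AAI replicate 1 gave 3, within 1.5 times. Every other alternative set before the data were examined still differed, with 0 to 2 genes, or 35 with the *Trp53(+/+)* controls and a median of 62 with a batch term (45 to 307 over the 5 assignments, the highest with *Trp53(+/+)* AAI replicate 1 in batch 2). Centring within batches gave a median of 1, and 3 with that array in batch 2. The 3 genes without that array were *Rap2b*, *Gria3* and *Glipr1*.

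Leaving out that array is a setting, not the paper's method, under which other values also came close to the paper's. The *Trp53(+/+)* list then held 1183 genes, 657 up and 526 down (the paper's 1180, 653 and 527), 171 were not on the *Trp53(-/-)* list (the paper's 171), and *Lcn2* and *Cdkn1a* rose 77.6-fold and 16.0-fold (the paper's 77.6 and 16). On all transcript clusters without it, a fit chosen after seeing the values, the lists held 1188, 342 and 1373 genes. A batch term with that array in batch 2 gave the same 1183 genes and folds in *Trp53(+/+)* kidneys, but 1208 genes in *Trp53(+/-)* kidneys. The match in *Trp53(+/+)* kidneys was fixed in advance. In such a fit the term takes up that array, and the *Trp53(+/+)* effect rests on the other arrays. The 10 *Trp53(+/+)* arrays fitted alone with this batch term on all transcript clusters, also chosen after seeing the values, gave 1187 genes, and 1365 to 1430 with another array in batch 2. Of the 22, 3, 27, 4 and 10 measured genes in the 5 groups of Table 2, 21, 3, 27, 4 and 10 were on the list of their genotype both with and without the array, and 16, 0, 21, 3 and 5 on that list alone with it against 16, 3, 26, 3 and 10 without it.

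The paper states that 4 genes were modulated in *Trp53(+/-)* kidneys alone. Of these, *Rap2b*, *Gria3* and *Glipr1* were also on the *Trp53(+/+)* list here, and Irt1 was not matched to a gene. The paper states that the *Trp53(+/+)* controls separate from the others by clustering, and here the tree placed all 15 controls in 1 cluster when divided into 4 or 6, and finer branches were not tested, while the *Trp53(+/+)* controls scored apart on the first component.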

Other observations

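The comparison of *Trp53(+/-)* with *Trp53(+/+)* controls over the genes raised or lowered in *Trp53(-/-)* kidneys was chosen only after the result was seen. Genes that depend on androgens in the male kidney fell in every genotype, 15 of 17 in *Trp53(+/+)*, 12 in *Trp53(+/-)* and 15 in *Trp53(-/-)* kidneys (15, 15 and 15 adjusted over the list alone; camera adjusted p = 7.32e-17, 3.99e-17 and 1.9e-18). Several of them are transporters of the proximal tubule, and *Cyp4b1*, a cytochrome P450, changed by -3.18, -1.92 and -3.27 on the log2 scale. Genes of energy metabolism fell as well. Of 37 fatty acid oxidation and peroxisome genes 29, 18 and 27 fell (33, 27 and 31 adjusted over the list alone), among them *Ehhadh* (-2.45, -1.49 and -2.58), and of 40 oxidative phosphorylation genes 37, 11 and 22 (38, 25 and 27), a call lost in *Trp53(-/-)* kidneys with an estimated correlation (adjusted p = 0.128). Of 8 gluconeogenesis genes 6, 3 and 6 fell (6 in each genotype adjusted over the list alone; adjusted p = 0.0645 in *Trp53(+/+)* kidneys with an estimated correlation), such as *Fbp1* (-2.11, -1.15 and -2.38). Of 16 cholesterol synthesis genes 9, 4 and 6 fell and 2 rose in *Trp53(-/-)* kidneys (9, 5 and 6 fell adjusted over the list alone; adjusted p = 0.0766 in *Trp53(-/-)* kidneys with an estimated correlation), with -2.11, -1.07 and -1.79 for *Hmgcs1*.

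Interferon response genes rose most in number in *Trp53(-/-)* kidneys, 24 of 28, against 11 in *Trp53(+/+)* and 3 in *Trp53(+/-)* kidneys (24, 15 and 3 adjusted over the list alone). With an estimated correlation the call held in *Trp53(-/-)* kidneys only (adjusted p = 0.0169, 0.0995 and 0.0628), and the interaction between *Trp53(+/+)* and *Trp53(-/-)* passed camera at the preset correlation (0.000225) but not with an estimated one (adjusted p = 0.353). *Ifit3* and *Isg15*, which cells make in response to interferon, had log2 changes of 1.07 and 1.00 in *Trp53(-/-)* kidneys. Immediate early genes rose, 15, 10 and 13 of 20 in *Trp53(+/+)*, *Trp53(+/-)* and *Trp53(-/-)* kidneys (15, 10 and 14 adjusted over the list alone), with 2.62, 1.92 and 2.86 for *Egr1*. Of 17 endothelial markers 11, 1 and 12 rose (12, 1 and 13 adjusted over the list alone; adjusted p = 0.199 in *Trp53(+/-)* kidneys with an estimated correlation).

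Of 21 NRF2 targets 8 rose and 2 fell in *Trp53(+/+)*, 5 and 2 in *Trp53(+/-)*, and 4 and 3 in *Trp53(-/-)* kidneys (8 and 3, 6 and 2, and 4 and 3 adjusted over the list alone; camera adjusted p = 0.102, 0.00731 and 0.957; 0.242 in *Trp53(+/-)* kidneys with an estimated correlation). Of 20 unfolded protein response genes 5 rose and 3 fell, 4 and 1, and 7 and 2 (5 and 3, 4 and 1, and 7 and 2 adjusted over the list alone; camera adjusted p = 0.0487 in *Trp53(-/-)* kidneys, 0.27 with an estimated correlation). Markers of the urothelium, adrenal gland, adipocytes and blood cells did not pass camera in *Trp53(+/+)* (adjusted p = 0.801, 0.682, 0.999 and 0.141), *Trp53(+/-)* (0.715, 0.33, 0.542 and 0.211) or *Trp53(-/-)* kidneys (0.284, 0.16, 0.241 and 0.234). Over the 742 genes raised in *Trp53(-/-)* kidneys, *Trp53(+/-)* controls were a median of 0.39 above *Trp53(+/+)* controls on the log2 scale, with 708 higher, and over the 626 lowered genes a median of -0.23, with 567 lower.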
